# A D-2-hydroxyglutarate dehydrogenase mutant reveals a critical role for ketone body metabolism in *Caenorhabditis elegans* development

**DOI:** 10.1371/journal.pbio.3002057

**Published:** 2023-04-12

**Authors:** Olga Ponomarova, Hefei Zhang, Xuhang Li, Shivani Nanda, Thomas B. Leland, Bennett W. Fox, Alyxandra N. Starbard, Gabrielle E. Giese, Frank C. Schroeder, L. Safak Yilmaz, Albertha J. M. Walhout

## Abstract

In humans, mutations in D-2-hydroxyglutarate (D-2HG) dehydrogenase (D2HGDH) result in D-2HG accumulation, delayed development, seizures, and ataxia. While the mechanisms of 2HG-associated diseases have been studied extensively, the endogenous metabolism of D-2HG remains unclear in any organism. Here, we find that, in *Caenorhabditis elegans*, D-2HG is produced in the propionate shunt, which is transcriptionally activated when flux through the canonical, vitamin B12-dependent propionate breakdown pathway is perturbed. Loss of the D2HGDH ortholog, *dhgd-1*, results in embryonic lethality, mitochondrial defects, and the up-regulation of ketone body metabolism genes. Viability can be rescued by RNAi of *hphd-1*, which encodes the enzyme that produces D-2HG or by supplementing either vitamin B12 or the ketone bodies 3-hydroxybutyrate (3HB) and acetoacetate (AA). Altogether, our findings support a model in which *C*. *elegans* relies on ketone bodies for energy when vitamin B12 levels are low and in which a loss of *dhgd-1* causes lethality by limiting ketone body production.

## Abstract 2

In humans, mutations in D-2-hydroxyglutarate dehydrogenase (D2HGDH) cause delayed development, seizures and ataxia. This study shows that in the nematode Caenorhabditis elegans, D2HGDH sustains ketone body production to support embryonic viability; its loss results in mitochondrial defects and embryonic lethality,

**Highlights**

- D-2-hydroxyglutarate is produced by HPHD-1 in the propionate shunt pathway.
- DHGD-1 recycles 2-hydroxyglutarate to sustain flux through the propionate shunt.
- *dhgd-1* loss perturbs ketone body metabolism and causes embryonic lethality.
- 3-Hydroxybutyrate, acetoacetate, vitamin B12, or *hphd-1* RNAi rescue *dhgd-1* mutant lethality.

## Introduction

The metabolite 2HG occurs as 2 enantiomers, L-2HG and D-2-hydroxyglutarate (D-2HG), each of which is oxidized by a specific dehydrogenase. Mutations in these dehydrogenases result in the inborn errors of human metabolism, L- and D-2-hydroxyglutaric aciduria, respectively [1,2]. These diseases cause the accumulation of 2HG in bodily fluids, delayed development, neurological and muscle dysfunction, and early death [3]. Both enantiomers are oncometabolites, but they are produced differently and have distinct effects on metabolism and physiology. L-2HG accumulates during hypoxia and is produced by malate and lactate dehydrogenases [4,5]. Both L-2HG and D-2HG accumulate in humans with mutated mitochondrial citrate transporter [6], and an underlying mechanism of this disorder was proposed by studies in model organism *Drosophila* [7]. D-2HG drives oncogenic transformation in cells with neomorphic mutations in the isocitrate dehydrogenases IDH1 and IDH2 [8,9]. D-2HG inhibits multiple enzymes, including alpha-ketoglutarate (αKG)-dependent dioxygenases [10,11], BCAT transaminases [12], αKG dehydrogenase [13], and ATP synthase [14]. D-2HG can be produced by several enzymes, including the hydroxyacid-oxoacid transhydrogenase ADHFE1 [15], the phosphoglycerate dehydrogenase PHGDH [16], and wild-type IDH1 and IDH2 [5]. However, it remains unclear if D-2HG production bears any functional significance or is due to promiscuous enzyme activity.

In eukaryotes, the degradation of the branch chain amino acids (BCAAs) valine and isoleucine yields propionyl-CoA, which can be converted to the short chain fatty acid (SCFA) propionate. In addition, propionate is produced by the gut microbiota during the breakdown of dietary fiber [17]. Together with the other major SCFAs, acetate and butyrate, propionate forms an important source of energy for muscle, colon, and liver [18,19]. Thus, propionate serves an important metabolic and physiological function. However, propionate is toxic when it accumulates to high levels in the blood, which occurs in patients with propionic acidemia that carry mutations in either of the 2 propionyl-CoA carboxylase subunits [20]. These enzymes function together in the canonical, vitamin B12-dependent propionyl-CoA breakdown pathway that leads to the production of succinyl-CoA, which can anaplerotically enter the TCA cycle to produce energy [21].

Ketone bodies provide another important energy source under conditions where glucose is limiting, such as in diabetic patients, or on low carbohydrate, or “keto” diets. Ketone bodies are produced in the liver and are essential for energy metabolism in peripheral tissues such as muscle and the brain. There are 3 ketone bodies, 2 of which, acetoacetate (AA) and 3-hydroxybutyrate (3HB), can serve as energy sources, with 3HB being the most prevalent. Ketone bodies are produced from the breakdown of fatty acids and amino acids. Two amino acids, lysine and leucine, are exclusively ketogenic: degradation of leucine yields acetyl-CoA and acetoacetate, while breakdown of lysine yields 3HB. Furthermore, acetyl-CoA produced by leucine (and fatty acids) is an important precursor for ketone body production.

The nematode *Caenorhabditis elegans* has been a powerful model organism for decades, and research on this “simple” animal has yielded great insights into development, aging, and other processes. Recently, *C*. *elegans* has also become a major model to study metabolism. Of its 20,000 or so protein-coding genes, more than 2,000 are predicted to encode metabolic enzymes. Of these, 1,314 have been annotated to specific metabolic reactions and incorporated into a genome-scale metabolic network model that can be used with flux balance analysis (FBA) to computationally model the animal’s metabolism [22,23]. Like in humans, vitamin B12 plays an important metabolic role in *C*. *elegans* propionate breakdown [24–27]. Vitamin B12 is exclusively synthesized by bacteria and, perhaps, some archaea, and is therefore mostly acquired by diet. On bacterial diets low in vitamin B12, such as the standard laboratory diet of *Escherichia coli* OP50, *C*. *elegans* transcriptionally activates 5 genes that comprise an alternative propionate breakdown pathway or propionate shunt [27–29]. This shunt is activated only when high levels of propionate persist and detoxifies this SCFA to acetyl-CoA in the mitochondria [28].

Here, we use a loss-of-function mutation in *C*. *elegans* D-2-hydroxyglutarate dehydrogenase (D2HGDH), which converts D-2HG to αKG, to study endogenous D-2HG metabolism. We identified the *C*. *elegans* gene F54D5.12 as a one-to-one ortholog of human D2HGDH and named this gene *dhgd-1* for D-2-hydroxyglutarate dehydrogenase. We find that D-2HG is produced by the propionate shunt, in the step in which HPHD-1 oxidizes 3-hydroxypropionate (3HP) to malonic semialdehyde (MSA). *dhgd-1* deletion mutants are embryonic lethal and have mitochondrial defects. Surprisingly, however, while mitochondrial defects can be explained by 3HP accumulation [30], lethality is neither simply caused by accumulation of 3HP nor D-2HG. Therefore, loss of viability and mitochondrial defects are caused by distinct mechanisms and can be uncoupled. We find that *dhgd-1* mutant animals up-regulate ketone body metabolism genes, suggesting that ketone bodies are limiting in these animals. Indeed, our metabolomic analysis shows that the breakdown of the ketogenic amino acids leucine and lysine is impaired in these mutants. Moreover, the ketone bodies 3HB and AA can partially rescue *dhgd-1* mutant lethality. Altogether, our findings support a model in which ketone bodies are important for *C*. *elegans* viability.

## Results

### DHGD-1 is a D-2-hydroxyglutarate dehydrogenase

We first asked whether DHGD-1 is indeed a D-2HG dehydrogenase (**Fig 1A**). DHGD-1 sequence is 46% identical to its one-to-one human ortholog D2HGDH and contains the same conserved functional domains (**S1A** and **S1B Fig** and **S1 Table**). We obtained *dhgd-1(tm6671)* mutant animals that carry a large deletion in the 5′ end of the gene, which is predicted to result in loss of gene function (**Fig 1B**). These animals are hereafter referred to as Δ*dhgd-1* mutants. By gas chromatography–mass spectrometry (GC-MS), we found that Δ*dhgd-1* mutants accumulate about 5-fold more 2HG than wild-type animals (**Fig 1C**). Human D2HGDH specifically oxidizes the D-form of 2HG to αKG [31]. To test the stereo-specificity of *C*. *elegans* DHGD-1, we used chiral derivatization that allows the chromatographic separation of the D- and L-2HG enantiomers. While in wild-type animals, the ratio between L- and D-2HG is about one to one, Δ*dhgd-1* mutant animals predominantly accumulate the D-2HG enantiomer, confirming that DHGD-1 is indeed a functional ortholog of human D2HGDH (**Fig 1D**).

**Fig 1:**
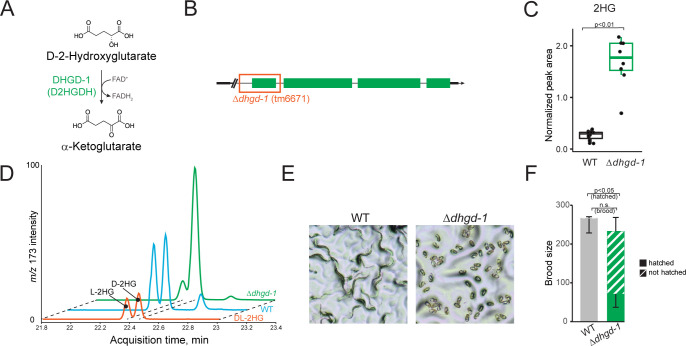
*Dhgd-1* encodes a D-2HG dehydrogenase. (A) Metabolic reaction catalyzed by D-2HG dehydrogenase. (B) Schematic of deletion in *dhgd-1*(*tm6671*) mutants, referred to as *Δdhgd-1* mutants. (C) GC-MS measurement of 2HG accumulation in *Δdhgd-1* mutants and WT animals. Each dot represents an independent biological replicate. (D) Discrimination between D- and L-2HG enantiomers by chiral GC-MS derivatization in WT and *Δdhgd-1* mutant animals. Raw data are not normalized and therefore do not reflect 2HG concentration in different samples. (E, F) Embryonic lethality and brood size in *Δdhgd-1* mutants. Brightfield images (E) and hatching (F). Scale bar 50 μm. Bars in (F) represent mean and standard deviation of *n* = 3 biological replicates. n.s.–not significant. The data underlying **Fig 1C and 1F** can be found in **S1 Data**. D-2HG, D-2-hydroxyglutarate; GC-MS, gas chromatography–mass spectrometry; WT, wild type.

We found that Δ*dhgd-1* mutant animals have severe embryonic lethality as approximately two thirds of the embryos failed to hatch (**Fig 1E and 1F**). In addition, Δ*dhgd-1* mutant animals exhibit mitochondrial defects as their mitochondrial network is more fragmented and individual mitochondria are more rounded, which agrees with recently reported data [30] (**S2A Fig**). These observations allow us to investigate the connection between organismal physiology and endogenous D-2HG metabolism.

### DHGD-1 functions in the propionate shunt

The *Δdhgd-1* mutant metabolome we measured by GC-MS revealed several additional changes in metabolite levels in adults, including lower abundance of glutamate, αKG, succinate, and the lysine breakdown products 2-aminoadipate (2AA) and glutarate, as well as higher abundance of lysine, β-alanine, 3-aminoisobutyrate, and the leucine breakdown product 3,3-hydroxymethylbutyrate (HMB) (**Fig 2A**). These results suggest that the breakdown of the ketogenic amino acids leucine and lysine is impaired in these mutants. Importantly, 3HP, a metabolite unique to the propionate shunt [27], exhibited the greatest increase in abundance in *Δdhgd-1* mutant animals, which suggests that loss of *dhgd-1* interferes with the function of the propionate shunt. Increased abundance of 2HG and 3HP was also evident in Δ*dhgd-1* embryos and L4 larval stage animals (**S3A and S3B Fig**).

**Fig 2:**
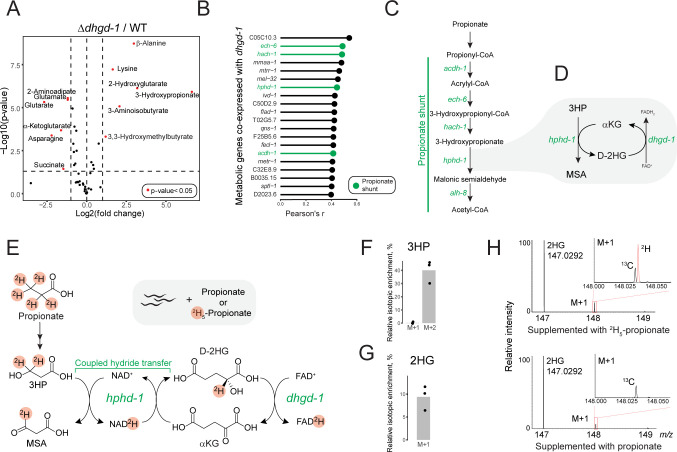
*Dhgd-1* functions in the propionate shunt pathway. (A) GC-MS profiling of metabolic changes in *Δdhgd-1* mutants compared to WT *C*. *elegans*. *P*-values are Benjamini–Hochberg adjusted. (B) Metabolic genes most highly coexpressed with *dhgd-1*. Propionate shunt pathway genes are enriched with an FDR of 0.042 (S2 Table). (C, D) Proposed mechanism of D-2HG production (by HPHD-1) and recycling (by DHGD-1) during propionate degradation via the propionate shunt pathway. (E) Isotope tracing experiment with deuterium (^2^H)-labeled propionate and proposed reaction mechanism. HPHD-1 uses NAD^+^/NADH as a hydride shuttle in a coupled reaction yielding 1 equivalent each of MSA and D-2HG. (F, G) Fractional enrichment of 3HP (F) and 2HG (G) isotopologues. Bars indicate mean of *n* = 3 biological replicates. (H) HPLC-MS analysis of the M+1 isotope cluster in animals fed ^2^H_5_-propionate revealed robust incorporation of a single deuterium atom in 2HG, whereas the M+1 in animals fed propionate was exclusively from natural abundance of ^13^C. The data underlying **Fig 2F and 2G** can be found in **S1 Data**. D-2HG, D-2-hydroxyglutarate; FDR, false discovery rate; GC-MS, gas chromatography–mass spectrometry; HPLC-MS, high performance liquid chromatography mass spectrometry; MSA, malonic semialdehyde; WT, wild type.

By using a compendium of publicly available *C*. *elegans* expression profiles from multiple growth conditions and genetic backgrounds, we calculated pairwise correlation in expression of *dhgd-1* with other metabolic genes [32]. We found that 4 of the 5 propionate shunt genes are strongly coexpressed with *dhgd-1* (**Fig 2B and 2C and S2 Table**) One of these, *hphd-1*, is an ortholog of human ADHFE1, which produces D-2HG in a reaction coupled to oxidation of the neurotransmitter and psychoactive drug γ-hydroxybutyrate (GHB) [15]. Therefore, we hypothesized that HPHD-1 reduces αKG to D-2HG when it oxidizes 3HP to MSA [27] and that DHGD-1 recycles D-2HG back to αKG (**Fig 2D**). Since HPHD-1 harbors a highly conserved Rossman fold that can bind nucleic acid cofactors such as NAD+, we predicted that HPHD-1 uses NAD+/NADH to shuttle a hydride from 3HP to D-2HG (**Fig 2E**) [33]. If true, this leads to the prediction that D-2HG is derived from propionate degradation. To directly test this, we performed a stable isotope tracing experiment in which animals were supplemented with either propionate or deuterated ^2^H_5_-propionate. Supplementing ^2^H_5_-propionate produced both deuterated 3HP and D-2HG, while the bacterial diet alone did not contain any detectable 3HP or 2HG, showing that these conversions happen in the animal (**Figs 2F–2H** and **S4**). This result demonstrates that production of D-2HG is coupled to oxidation of 3HP in the propionate shunt. We asked whether GHB could be an alternative source of D-2HG but could not detect this metabolite in the animal (**S1C Fig**). We therefore conclude that DHGD-1 functions in the propionate shunt, and that its dysfunction leads to impaired flux through this pathway, resulting in accumulation of shunt intermediates 3HP and 2HG, as well as mitochondrial dysfunction and embryonic lethality.

### *hphd-1* RNAi and vitamin B12 supplementation rescue embryonic lethality of *Δdhgd-1* mutants

High levels of 3HP cause mitochondrial defects in *Δdhgd-1* mutants [30]. We therefore wondered whether these defects cause embryonic lethality. To test this, we performed RNAi knock-down of *hphd-1*, which we predicted to reduce 2HG but not 3HP levels (**Fig 3A**). Indeed, RNAi of *hphd-1* reduced 2HG to levels that are similar to wild-type animals but did not affect 3HP levels (**Fig 3B**). Remarkably, RNAi of *hphd-1* almost fully rescued lethality of *Δdhgd-1* mutants (**Fig 3C**). This result shows that embryonic lethality can be uncoupled from mitochondrial defects, which are not rescued by *hphd-1* perturbation [30]. Both *dhgd-1* mutation and *hphd-1* RNAi block HPHD-1 function [30]. However, *hphd-1* RNAi rescues embryonic lethality in *Δdhgd-1* mutants and is not lethal in wild-type animals. Therefore, we conclude that lack of flux through the propionate shunt does not explain embryonic lethality in *Δdhgd-1* mutant animals.

**Fig 3:**
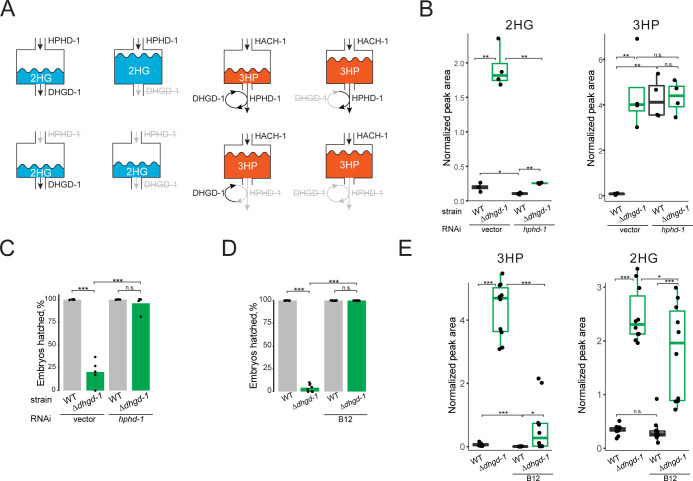
Rescue of lethality in *Δdhgd-1* mutants by vitamin B12 supplementation and *hpdh-1* RNAi. (A) Schematic of predicted HPHD-1 and DHGD-1 contributions to 2HG (blue) and 3HP (orange) accumulation. HPHD-1 is a main source of 2HG, and therefore, its knockdown prevents 2HG accumulation in case of DHGD-1 dysfunction. 3HP is expected to accumulate if either DHGD-1 or HPHD-1 is perturbed because these reactions are coupled to facilitate 3HP oxidation. (B) 2HG and 3HP abundance in *Δdhgd-1* mutants upon RNAi of *hphd-1*. Boxplot midline represents median of 4 independent biological replicates (dots). (C) *hphd-1* RNAi rescues lethality in *Δdhgd-1* mutants. The RNAi-compatible *E*. *coli* OP50 strain [34] was used because conventional RNAi-compatible *E*. *coli* HT115 rescued embryonic lethality of *Δdhgd-1* animals. Each dot represents an independent biological replicate and bars indicate means. (D) Vitamin B12 rescues lethality in *Δdhgd-1* mutants. Each dot represents an independent biological replicate and bars indicate means. (E) 3HP and 2HG abundance in *Δdhgd-1* mutants supplemented with vitamin B12. Boxplot midline represents median of independent biological replicates (dots). All panels: The means of 3 or more groups were compared with ANOVA, followed by unpaired *t* test (*p < 0.05, **p < 0.01, ***p < 0.001). The data underlying **Fig 3B–3E** can be found in **S1 Data**. WT, wild type.

Flux through the propionate shunt is transcriptionally repressed by vitamin B12, which enables flux through the canonical propionate degradation pathway [26–28]. We found that supplementation of vitamin B12 rescued both mitochondrial defects and embryonic lethality in *Δdhgd-1* mutants (**Figs 3D and S2A**). Surprisingly, however, while 3HP levels went down in *Δdhgd-1* mutants upon supplementation of vitamin B12, 2HG levels decreased very little (**Fig 3E**). This observation suggests that there is still some flux through the propionate shunt pathway in *Δdhgd-1* mutant animals supplemented with vitamin B12. More importantly, this result indicates that high levels of 2HG are not sufficient to elicit embryonic lethality in these mutants. Importantly, levels of 3HP and 2HG were strongly correlated even in vitamin B12-supplemented *Δdhgd-1* animals, indicating that their metabolism is still coupled (**S5 Fig**). This coordination is even more evident on a diet of RNAi competent *E*. *coli* OP50 (xu363) [34] where vitamin B12 reduces the levels of both 3HP and 2HG by more than 2 folds, in adults and embryos (**S3F and S3I Fig**). Therefore, we hypothesized that vitamin B12 supplementation rescued embryonic lethality in *Δdhgd-1* mutants not by lowering 2HG accumulation but by compensating for its detrimental effects, for example, its inhibition of the activity of metabolic enzymes involved in the breakdown of leucine and/or lysine.

### Loss of *dhgd-1* may cause lethality by impairing ketone body production

To gain more insight into the mechanism by which loss of *dhgd-1* causes embryonic lethality and how this could be rescued by vitamin B12 supplementation, we used expression profiling by RNA sequencing (RNA-seq). 

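RNA from the bodies of synchronized gravid adults, without their embryos, was sequenced in 4 groups of 5 biological replicates. The groups were wild-type animals and *Δdhgd-1* mutants, each on plates without supplement and on plates with 64 nM vitamin B12 (adenosylcobalamin). The libraries were made with Cel-seq2, a method that barcodes the samples and reads transcripts next to their poly(A) tail, so that a count reflects transcripts and depends little on their length. The authors deposited whole-number read counts for 22736 genes in each of the 20 libraries, without normalization. The paper's text does not state the STAR and ESAT versions, the genome build, whether counting used the strand, or whether reads with the same molecular identifier were collapsed. Replicates 1 and 2 of each group were taken as the NextSeq batch and replicates 5, 6 and 7 as the MGISEQ batch, because the library names form 2 series that split the replicates as the methods do, although no label names the sequencer. The total count per library ranged from 3643918 to 12641097 in wild type (median 6549113), and from 4353336 to 13870360 in *Δdhgd-1* mutants (median 10992027). With vitamin B12 it ranged from 2837943 to 11073494 in wild type (median 10650595) and from 3835215 to 15457950 in mutants (median 11749472). Counts were normalized by edgeR's TMM method and all 20 libraries were fitted together with group and sequencing batch as terms. Comparisons used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 11270 genes that passed its low-count filter, and a gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5. Counts for *dhgd-1* itself were 99 to 228 in the wild-type libraries, 200 to 459 in the mutant libraries, 23 to 102 in wild type with vitamin B12 and 72 to 264 in mutants with vitamin B12. Since the mutant libraries hold reads on *dhgd-1* and the counts do not show where in the gene a read lay, the counts of *dhgd-1* cannot check the genotype labels. For the supplement, every one of the 10 libraries without vitamin B12 had more *acdh-1* CPM than every one of the 10 libraries with it.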

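Loss of *dhgd-1* without supplement raised 205 genes and lowered 112, and 1701 genes had an unadjusted p under 0.05. With the replicate number as a block in place of the sequencing batch, which the correlated residuals of libraries with the same number allow, 448 genes were higher and 179 lower. Normalization by library totals alone, without TMM's composition factor, shifted the median log2 fold change of all genes by 0.13 and raised the share of higher genes among those called from 64.7% to 79.0%, so the balance of the directions depends on that choice. The genes named here are the 3 largest changes in each direction among called genes with a mean count of at least 20 over the 10 libraries compared and the same direction in 5 of 5 same-numbered pairs of libraries, and their positions are those of the WBcel235 annotation. *F59C6.18* (chromosome I, 10516102 to 10516428) had no count in any wild-type library and 6.41 ± 1.86 CPM (SD, n = 5) in mutants, at least 12.7-fold higher against a floor of 3 counts. *Y41C4A.32* (chromosome III, 11721706 to 11723607) rose from 2.01 ± 1.01 to 124 ± 50.9 CPM, a log2 fold change of 5.82 (standard error 0.48, edgeR adjusted p = 4.13e-08). The ARF-related gene *warf-1* (chromosome IV, 7634786 to 7635712) had a log2 fold change of 4.87 (standard error 0.53, adjusted p = 3.01e-06). Among the lower genes, *Y48E1B.8* (chromosome II, 13585705 to 13589038) fell from 13.2 ± 10.7 to 0.335 ± 0.319 CPM, a log2 fold change of -5.40 (standard error 0.41, adjusted p = 1.15e-08). The values for *scl-6* (chromosome IV, 13068751 to 13069994) and the UDP-glucuronosyltransferase gene *ugt-63* (chromosome V, 5108180 to 5110772) were -4.97 (standard error 0.64, adjusted p = 3.09e-05) and -4.07 (standard error 0.52, adjusted p = 2.84e-05). Of these genes, *warf-1* overlaps *nep-16* and *Y48E1B.8* overlaps *clec-145* on the opposite strand, and *Y41C4A.32* overlaps a noncoding RNA. Whether reads of these neighbours were counted for them is not known from the counts. The neighbour *nep-16* itself had only 3 counts in all 20 libraries together.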

Overall, 315 and 183 genes are induced and repressed by loss of *dhgd-1*, respectively (**S3 Table**). 

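With vitamin B12 in both strains, 39 genes were higher and 23 lower in *Δdhgd-1* mutants than in wild type, and 765 had an unadjusted p under 0.05. Vitamin B12 raised 95 genes and lowered 115 in mutants (1178 at an unadjusted p under 0.05) and raised 87 and lowered 76 in wild type (885 at an unadjusted p under 0.05). With replicate number as the block, the numbers became 62 and 45 between the supplemented strains and 151 and 221 with vitamin B12 in mutants, and 160 genes rose with vitamin B12 in wild type. Among the 317 genes called between the unsupplemented strains, 290 (91.5%) had the same sign between the supplemented strains. Of these genes 44 were called in the same direction in both, against 0.938 that independent calls would share. The number of shared genes ranged from 5 to 132 over the alternatives set beforehand. The median ratio of the log2 fold change with vitamin B12 to that without was 0.427, and 186 of the 317 ratios lay under 0.5. Calling the 317 genes on their effect without vitamin B12 by itself favours ratios under 1. The effect of vitamin B12 was called in the same direction in both strains for 94 genes, against 1.51 by chance, and in opposite directions for 0. A test of the difference between the vitamin B12 effects of the strains called 5 of the 11270 genes, all with a lower value in mutants, and 461 had an unadjusted p under 0.05. Over the alternatives set beforehand, the number called by this test ranged from 0 to 80. By the rule of the 2 largest changes per direction, *srd-54* (chromosome II, 7432627 to 7434282, overlapped by *kcc-3* on the opposite strand) was at least 11.7-fold higher in supplemented mutants than in supplemented wild type. *col-133* had there a log2 fold change of 5.28 (standard error 0.74, edgeR adjusted p = 0.000303). *Y48E1B.8* and *K09C6.9* were lower there, by -3.23 (adjusted p = 1.84e-06) and -2.93 (adjusted p = 0.000546), each in 5 of 5 pairs. With vitamin B12, *clec-47* had log2 fold changes of -6.08 in wild type (adjusted p = 1.82e-10) and -6.48 in mutants (adjusted p = 5.75e-11). *Y38H6C.21* was at least 15.7-fold lower in wild type and at least 38.4-fold lower in mutants. The neighbouring paralogs *pud-3* and *pud-4*, whose shared reads cannot be told apart in the counts, rose in wild type with log2 fold changes of 6.82 (adjusted p = 1.63e-12) and 6.61 (adjusted p = 9.04e-10). In mutants, *asm-3* and *pud-4* rose most by the same rule, with 4.28 (adjusted p = 4.23e-05) and 3.90 (adjusted p = 4.86e-07), in 5 of 5 pairs each. *asm-3*, with no count in unsupplemented wild type, rose at least 7.92-fold in wild type.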

WormFlux [23] pathway enrichment analysis using pathways defined by WormPaths [35] revealed 2 main insights. First, we found that the propionate shunt is not fully repressed by vitamin B12 in *Δdhgd-1* mutants (**Fig 4A and 4B and S4 Table**). This observation suggests that the propionate shunt remains active in the presence of vitamin B12 and can explain why 2HG levels remain high in these animals (**Fig 3E**). 

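The 5 shunt genes *acdh-1*, *ech-6*, *hach-1*, *hphd-1* and *alh-8* fell with vitamin B12 in 5 of 5 same-numbered pairs of libraries in each strain. The acyl-CoA dehydrogenase gene *acdh-1* (chromosome I, 6497436 to 6499560, WBcel235) had 280 ± 67.5 CPM (SD, n = 5) in wild type and 12.2 ± 10.4 with vitamin B12, a log2 fold change of -4.53 (standard error 0.51, edgeR adjusted p = 3.55e-06). In *Δdhgd-1* mutants it fell from 280 ± 89.5 to 63.1 ± 44.9, a log2 fold change of -2.10 (standard error 0.45, adjusted p = 0.00973). The alcohol dehydrogenase gene *hphd-1* (chromosome II, 12994354 to 12996571) fell from 111 ± 31.2 to 12.8 ± 7.47 CPM in wild type (log2 fold change -3.21, standard error 0.32, adjusted p = 5.98e-07). In mutants it fell from 166 ± 82.5 to 57.7 ± 28.5 (-1.47, standard error 0.30, adjusted p = 0.00578). For *ech-6* (chromosome III, 9751552 to 9752883) the log2 fold changes were -2.08 in wild type (adjusted p = 2.13e-07) and -1.03 in mutants (adjusted p = 0.00243). Those for *hach-1* (chromosome III, 5555450 to 5557318) were -2.10 (adjusted p = 1.10e-05) and -1.33 (adjusted p = 0.00318). The smallest changes were those of *alh-8* (chromosome II, 11729055 to 11731198), -1.03 in wild type (adjusted p = 0.0148) and -0.62 in mutants (adjusted p = 0.247). With replicate number as the block the latter was -0.64 with an adjusted p of 0.0377. Without the batch term the adjusted p in mutants was 0.0681 for *hach-1* and 0.111 for *hphd-1*, and 0.147 for *alh-8* in wild type. Within either sequencing batch alone, with 2 or 3 replicates per group, the 4 genes called in mutants again fell, with adjusted p between 0.118 and 0.344. As a share of the unsupplemented level, supplemented mutants kept 23.3% of *acdh-1*, 36.0% of *hphd-1*, 39.9% of *hach-1*, 49.1% of *ech-6* and 65.1% of *alh-8*. In the same order, supplemented wild type kept 4.33%, 10.8%, 23.4%, 23.6% and 48.9%.

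**Figure D1:**
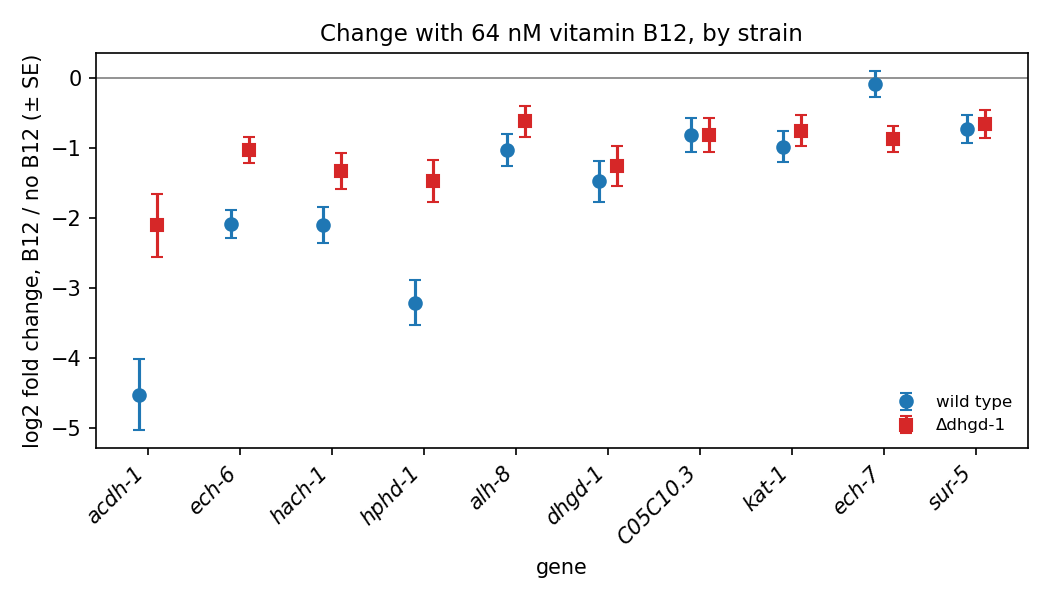
Log2 fold change with vitamin B12 (vertical axis) of the 10 genes of Fig 4B (horizontal axis) in wild type and in *Δdhgd-1* mutants; points are the edgeR estimates from 5 libraries per group and bars are standard errors. For *acdh-1* the values are -4.53 in wild type and -2.10 in mutants.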

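The difference between the strains' vitamin B12 effects was 2.43 for *acdh-1*, 1.74 for *hphd-1* and 1.06 for *ech-6* on the log2 scale, positive in 5 of 5 pairs each, with an edgeR adjusted p of 0.325, 0.281 and 0.281 over all genes tested. With *ech-7*, 4 of the 10 genes of Fig 4B passed 0.05 when adjusted over the list alone (0.0026 for each of the 3), against 0 over all genes tested. Of the alternatives set beforehand that used all 20 libraries, DESeq2 passed 0.05 over all genes tested for *ech-6* (0.0308) and *hphd-1* (0.0367), the fit without a low-count filter for *acdh-1* (2.06e-10) and *hphd-1* (0.000109), and the others for none of the 10 genes. With the replicate block the edgeR adjusted p over all genes tested was 0.0970 for *acdh-1*, 0.127 for *ech-6* and 0.0515 for *hphd-1*, and with DESeq2 and the replicate block, a design chosen after seeing the data, 0.0483, 0.0129 and 0.00115. The difference for *hach-1* was 0.77 (0.0748 adjusted over the list alone). The shunt genes of this list were known from earlier work, but its ketone body genes are those that the study found changed in these samples. The adjustment over the list alone is therefore not independent evidence. Between the supplemented strains, mutants were higher by 2.27 for *acdh-1* (adjusted p = 0.0165), 2.10 for *hphd-1* (adjusted p = 0.000493) and 1.41 for *hach-1* (adjusted p = 0.0045, and 0.136 without the batch term). Within either sequencing batch alone, none of these 3 genes was called. There *ech-6* was higher by 0.77 (adjusted p = 0.0659, and 0.0365 with the replicate block) and *alh-8* by 0.65 (adjusted p = 0.426, and 0.0492 with the replicate block), in 5 of 5 pairs for each gene. Fitted on the 10 supplemented libraries alone, *acdh-1* had 2.31 with an adjusted p of 0.128. For it, 5 of the 10 fits that left out 1 library no longer called it, with a lowest value of 1.85 without supplemented mutant replicate 5 and a highest of 3.02 without supplemented wild-type replicate 5. Taken as a set in the fry test of limma, the 5 genes had a median difference of vitamin B12 effects of 1.06 (adjusted p = 0.0202 over the set tests run), 0.81 within the NextSeq batch and 1.16 within the MGISEQ batch. Their median between the supplemented strains was 1.41 (adjusted p = 0.000909; exact permutation of the groups within batches, two-sided p = 0.0333), 1.58 within NextSeq and 1.33 within MGISEQ. Between the unsupplemented strains it was 0.24 (adjusted p = 0.775; exact permutation p = 0.250), where *hach-1* was the largest of the 5 with 0.64 (adjusted p = 0.197) and *ech-6* the lowest with -0.29 (adjusted p = 0.515). The sets' calls under camera, a test with a preset correlation between genes, are the same as under fry.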

Second, ketone body metabolism genes are up-regulated in *Δdhgd-1* mutants with or without vitamin B12 compared to wild type and are down-regulated in both *Δdhgd-1* mutants and wild type by vitamin B12 in relation to their respective genotypes (**Fig 4A and 4B**). 

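The ketone body category of S4 Table names 7 genes as hits, of which *ech-6*, *hach-1* and *hphd-1* also belong to the shunt; the other 4, *C05C10.3*, *kat-1*, *ech-7* and *sur-5*, were taken as a set of their own. The gene *C05C10.3* (chromosome II, 9934398 to 9936893) overlaps *pho-11* on the opposite strand. It had 84.6 ± 15.7 CPM (SD, n = 5) in wild type and 196 ± 46.3 in *Δdhgd-1* mutants, a log2 fold change of 1.05 (standard error 0.24, edgeR adjusted p = 0.0137). With vitamin B12 it had 50.0 ± 17.6 and 108 ± 43.5 CPM, a log2 fold change of 1.06 between the strains (standard error 0.24, adjusted p = 0.0389). Fitted on those 10 libraries alone the adjusted p was 0.198, and without the batch term it was 0.136. Of the fits, 6 of the 10 fits that left out 1 library no longer called it. The enoyl-CoA hydratase gene *ech-7* (chromosome I, 14367616 to 14369773) rose from 23.0 ± 6.86 to 56.7 ± 18.6 CPM in mutants without vitamin B12 (log2 fold change 1.15, standard error 0.185, adjusted p = 0.000577). With vitamin B12 it differed less, from 22.7 ± 8.59 to 29.6 ± 8.61 (0.36, adjusted p = 0.758). For the thiolase gene *kat-1* (chromosome II, 7073814 to 7075511), mutants were higher by 0.69 without vitamin B12 (adjusted p = 0.0959, and 0.0148 with the replicate block) and by 0.93 with it (adjusted p = 0.0593, and 0.00507 with the replicate block). The acetoacetyl-CoA synthetase gene *sur-5* (chromosome X, 7301389 to 7305570) was higher by 0.33 (adjusted p = 0.465) and 0.41 (adjusted p = 0.740). Each of these 8 comparisons between strains had the same direction in 5 of 5 same-numbered pairs. Adjusted over the list alone, 4 genes (*C05C10.3*, *kat-1*, *ech-7* and *hach-1*) passed 0.05 between the unsupplemented strains, against 2 (*C05C10.3* and *ech-7*) over all genes tested. The ketone body genes of the list are those of the annotated category that the study found changed in these samples, and so no independent evidence. In the fry set test the median of the 4 genes was 0.87 without vitamin B12 (adjusted p = 0.00106), 1.21 within the NextSeq batch and 0.67 within the MGISEQ batch. With vitamin B12 it was 0.67 (adjusted p = 0.00537), 0.66 within NextSeq and 0.65 within MGISEQ. Vitamin B12 changed the 4 genes in mutants by a median of -0.78 (adjusted p = 0.00103; -0.97 within NextSeq and -0.73 within MGISEQ) and in wild type by -0.77 (adjusted p = 0.00537; -0.51 within NextSeq and -0.91 within MGISEQ). The exact permutation of the groups within batches gave a two-sided p = 0.0167 for the set in each of these 4 comparisons, the smallest value it allows. Gene by gene, *ech-7* fell with vitamin B12 in mutants (-0.87, adjusted p = 0.00844, 5 of 5 pairs; 0.201 without the batch term) and not detectably in wild type (-0.08, adjusted p = 0.996, 3 of 5 pairs). The difference was -0.79 (adjusted p = 0.721, 0.0149 adjusted over the list alone). In wild type *kat-1* fell by 0.98 on the log2 scale (adjusted p = 0.0188, 5 of 5 pairs; 0.0793 without the batch term and 0.106 on the 10 unsupplemented and supplemented wild-type libraries alone). *C05C10.3* fell there by 0.81 (adjusted p = 0.120, 5 of 5 pairs) and *sur-5* by 0.73 (adjusted p = 0.0816, 5 of 5 pairs). In wild type the replicate block gave these 2 genes adjusted p of 0.0307 and 0.0126, and DESeq2 0.0473 and 0.0182, within ranges up to 0.9998 over the alternatives, where the NextSeq libraries alone gave the highest. In mutants *C05C10.3* fell by 0.81 (adjusted p = 0.0987, 4 of 5 pairs), *kat-1* by 0.75 (adjusted p = 0.0928, 5 of 5 pairs) and *sur-5* by 0.65 (adjusted p = 0.122, 5 of 5 pairs). The replicate block brought these adjusted p to 0.0198, 0.00923 and 0.0239. The median difference between the strains' vitamin B12 effects was 0.04 for the set (adjusted p = 0.804). From the induction in the mutant and the fall with vitamin B12, the paper proposes that perturbed ketone body metabolism may account for the embryonic lethality.

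**Figure D2:**
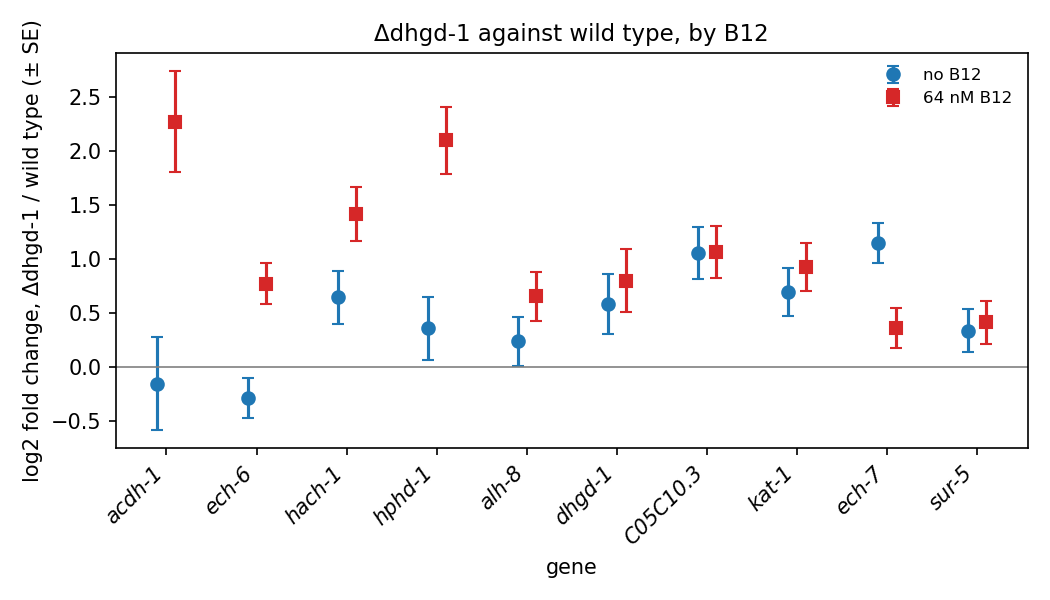
Log2 fold change of *Δdhgd-1* mutants against wild type (vertical axis) of the 10 genes of Fig 4B (horizontal axis) without and with vitamin B12; points are the edgeR estimates from 5 libraries per group and bars are standard errors. The 4 ketone body genes outside the shunt lie above 0 in both conditions, from 0.33 to 1.15 without vitamin B12.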

Based on this result, we hypothesized that perturbed ketone body metabolism may explain embryonic lethality of *Δdhgd-1* mutant animals. This hypothesis is further supported by our metabolomic analysis, because we found differential accumulation of metabolites in the breakdown of the ketogenic amino acids, leucine and lysine, in *Δdhgd-1* mutants: lysine levels are increased while its breakdown products 2-aminoadipate and glutarate are decreased, and the leucine breakdown product HMB is increased (**Figs 2A, S3A, S3B, S3E and S3H**). This result suggests that the breakdown of ketogenic amino acids, lysine and leucine, in *Δdhgd-1* mutants is impaired, at initial and intermediate steps, respectively, resulting in lower levels of ketone bodies.

**Fig 4:**
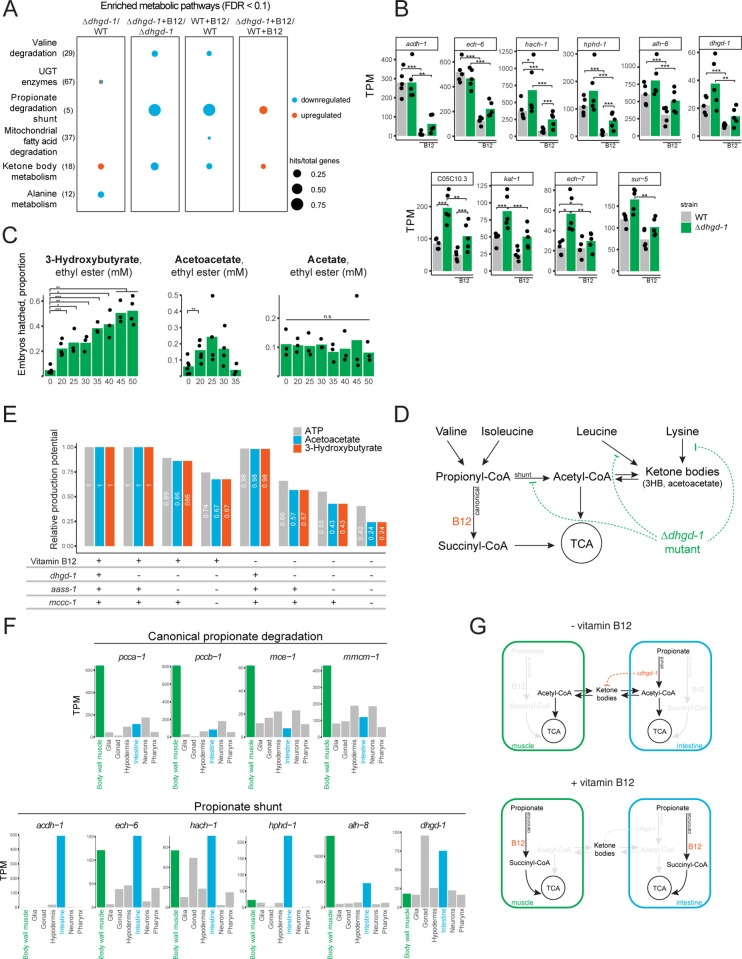
Loss of *dhgd-1* activates the expression of ketone body metabolism genes. (A) Gene expression pathway enrichment analysis for animals with and without vitamin B12 (B12). (B) RNA-seq data for propionate shunt (top) and ketone body metabolism genes (bottom). TPM–transcripts per million. Gene categories were annotated in [35]. (C) Supplementation of 3HB or AA ethyl esters partially rescues lethality of *Δdhgd-1* mutant animals. Acetate ethyl ester was used as a negative control. (D) Model for the effect of *dhgd-1* mutation on ketone body production. (E) Contribution of propionate shunt (*dhgd-1*), lysine (*aass-1*) and leucine (*mccc-1*) degradation pathways and vitamin B12 to the generation of energy (ATP) and ketone bodies (3HB and acetoacetate). Metabolite production potentials were estimated by maximizing their output fluxes in corresponding FBA formulations. (F) Tissue expression of genes comprising the canonical vitamin B12-dependent propionate degradation pathway and propionate shunt pathway from a published single-cell RNA-seq dataset [39]. (G) Model for ketone body exchange between *C*. *elegans* intestine and muscle in the presence and absence of vitamin B12. All panels: the means of 3 or more groups were compared with ANOVA, followed by unpaired *t* test (*p < 0.05, **p < 0.01, ***p < 0.001). Sequencing data underlying **Fig 4A and 4B** have been deposited in GEO under accession code GSE201645. The data underlying **Fig 4B, 4C, 4E, and 4F** can be found in **S1 Data**. FDR, false discovery rate; WT, wild type.

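In WBcel235 the gene *dhgd-1* spans chromosome II from 11538895 to 11552081 on the minus strand in its longer transcript. The span of this transcript overlaps *F54D5.9* and *gtf-2E2* on the same strand and *dnj-13* and *F54D5.7* on the opposite strand. Its first exon lies at 11551963 to 11552081 and all others between 11538895 and 11540632, with an intron between. Whether exons of these neighbours overlap its exons was not tested, so a count for *dhgd-1* could hold their reads. *dhgd-1* had 22.1 ± 6.20 CPM (SD, n = 5) in wild type and 37.7 ± 17.3 in *Δdhgd-1* mutants. It had 7.83 ± 1.25 in wild type with vitamin B12 and 14.2 ± 6.52 in mutants with vitamin B12. The log2 fold change of mutants against wild type was 0.58 without vitamin B12 (standard error 0.28, edgeR adjusted p = 0.324, higher in 5 of 5 same-numbered pairs) and 0.80 with it (standard error 0.29, adjusted p = 0.500, higher in 4 of 5 pairs). Vitamin B12 changed it by -1.47 in wild type (standard error 0.29, adjusted p = 0.00588) and by -1.26 in mutants (standard error 0.28, adjusted p = 0.0155), lower in 5 of 5 pairs each. In mutants the adjusted p was 0.0525 without the batch term and 0.0613 on the 10 mutant libraries alone. Leaving out mutant replicate 2 or the supplemented mutant replicate 1 also brought it over 0.05. The shunt gene *ech-6* had 519 ± 87.8 CPM in wild type, 468 ± 78.5 in mutants, 126 ± 28.7 in supplemented wild type and 221 ± 61.5 in supplemented mutants. In the same order, *hach-1* had 372 ± 133, 680 ± 372, 87.1 ± 33.2 and 249 ± 110 CPM. *alh-8* had 605 ± 151, 804 ± 244, 306 ± 119 and 511 ± 166. For the ketone body genes, *kat-1* had 48.2 ± 8.52, 87.7 ± 25.2, 24.9 ± 8.74 and 50.2 ± 15.9. *sur-5* had 119 ± 13.2, 165 ± 26.7, 73.0 ± 21.5 and 102 ± 20.4.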

To test this hypothesis, we supplemented *Δdhgd-1* mutants with the ketone bodies 3HB or AA and found that either partially rescued embryonic lethality, while acetate had no effect (**Figs 4C and S7A**). 3HB rescue is specific to Δ*dhgd-1* animals since it does not affect embryonic lethality in other mutants tested (**S7B Fig**). 3HB supplementation does not change 2HG levels in Δ*dhgd-1* mutant animals (**S7C and S7D Fig**) and does not rescue their mitochondrial defect (**S7E Fig**). This is similar to rescue by vitamin B12 and supports the idea that lowering 2HG levels is not required to mitigate embryonic lethality. Together, these results support the conclusion that impaired ketone body metabolism (**Fig 4D**) causes embryonic lethality in *Δdhgd-1* mutant animals.

Why are ketone bodies required for viability in *Δdhgd-1* mutant animals? In mammals, ketone bodies are important carriers of energy [36]. Therefore, we hypothesized that *dhgd-1* may be required for energy production. Since lysine and leucine breakdown are impaired in *Δdhgd-1* mutants, we modeled the impact of the combined loss of *dhgd-1* function with impaired lysine and leucine degradation on the production of both ketone bodies and energy. Specifically, we used FBA with the genome-scale *C*. *elegans* metabolic network model iCEL1314 and used maximization of ketone body or energy production as an objective function [22,23]. FBA predicted that energy and ketone body production are not affected by lack of vitamin B12 (loss of canonical propionate degradation pathway) or *dhgd-1* mutation (loss of the shunt pathway) alone (**Fig 3E**). However, on a diet low in vitamin B12, FBA predicted that loss of *dhgd-1* reduced both ketone body and energy production (**Fig 4E**). This result indicates that the 2 propionate breakdown pathways may be important sources of energy. Indeed, *Δdhgd-1* embryos have depleted levels of the TCA cycle metabolites malate, fumarate, and succinate (**S3A and S3E Fig**). Moreover, levels of all 3 metabolites were restored by vitamin B12 supplementation (**S3C and S3F Fig**). Importantly, the modeling predicted that the additional loss of lysine and leucine degradation exacerbated the reduction in ketone body and energy production (**Fig 4E**). This observation provides further support for our hypothesis that ketone body production is impaired in *Δdhgd-1* mutant animals (**Fig 4D**). Additionally, FBA modeling indicates that ketone bodies, derived from leucine and lysine degradation, are an important source of energy in *C*. *elegans* and that the propionate shunt plays a key role in ketone body production on a bacterial diet low in vitamin B12.

To test the hypothesis that lysine is an energy source in *C*. *elegans* and that its breakdown is impaired in *Δdhgd-1* mutant animals, we performed an isotope tracing experiment with ^13^C-labeled lysine. Label incorporation into the lysine degradation intermediate 2AA, a metabolite that is depleted in the *Δdhgd-1* mutant, confirmed that *C*. *elegans* catabolize lysine via this pathway (**S8 Fig**). Unfortunately, we could not test if lysine-derived carbon was incorporated into 3HB due to its low abundance and co-elution with its isomer 3-hydroxyisobutyrate. Nevertheless, we were able to detect ^13^C enrichment in citrate/isocitrate (**S8 Fig**), TCA cycle metabolites that are the closest quantifiable intermediate in ketone body oxidation [37]. Importantly, isotopic labeling of citrate was reduced in *Δdhgd-1* mutants compared to wild-type animals. Finally, we found that supplementation of vitamin B12 to *Δdhgd-1* mutants reduces accumulation of lysine and increases the levels of 2AA and glutarate (**S3C, S3D, S3F, and S3I Fig**) and that *hphd-1* RNAi increases abundance of glutarate and lowers lysine levels (**S3G and S3J Fig**). Taken together, our results indicate that the ketogenic amino acid lysine contributes to energy production via ketone body production and that this is impaired in *Δdhgd-1* animals, which respond by up-regulation of ketone body metabolism genes.

### A model for propionate catabolism in ketone body production and use in *C*. *elegans*

What is the physiological role of ketone body metabolism in *C*. *elegans*? In humans, ketone bodies are synthesized by the liver by the breakdown of fatty acids and the ketogenic amino acids, lysine and leucine. The ketone body precursor, acetyl-CoA is converted into ketone bodies that are transported to tissues with high energetic demands (brain and muscle) [38]. Therefore, we hypothesized that, as in humans, ketone bodies may provide an energy source in *C*. *elegans* to support development.

We obtained insight into the potential function of ketone bodies as an energy source in *C*. *elegans* by examining tissue-level RNA-seq data of larvae [39] and embryos [40]. Specifically, we discovered that the canonical propionate breakdown pathway genes are extremely highly expressed in body wall muscle, relative to other tissues (**Figs 4F and S9**). A major function of muscle metabolism is to produce energy for movement, which is critical for the developing *C*. *elegans* embryos. The observation that the canonical propionate breakdown pathway is most highly expressed in body wall muscle therefore indicates that this SCFA may serve as an important energy source for this tissue by generating succinyl-CoA that can enter the TCA cycle to support ATP production. Together with our experimental and modeling data described above, this leads to a model where muscle tissue generates energy via the canonical propionate breakdown pathway on diets replete in vitamin B12. When dietary vitamin B12 is low, however, the expression of the propionate shunt is activated [27,28]. However, inspection of the tissue-level RNA-seq data mentioned above revealed that the first shunt gene, *acdh-1*, is not expressed in body wall muscle at all, which indicates that this pathway is not active in this tissue (**Figs 4F and S9**). Instead, this gene is most highly expressed in the animal’s intestine (**Figs 4F and S9**) and, at lower levels, in the hypodermis (**Fig 4F**). In *C*. *elegans*, intestine and hypodermis function as both gut and liver, which are the primary sites of nutrient absorption, digestion, and metabolism [22,41]. Therefore, we hypothesized that, on low vitamin B12 diets, the propionate shunt produces acetyl-CoA in the intestine (and to a lesser extent hypodermis) and that this acetyl-CoA is converted to ketone bodies (**Fig 4G**). These ketone bodies can then diffuse to the muscle, where they are converted back to acetyl-CoA and oxidized via the TCA cycle to produce energy.

## Discussion

In this study, we identified a metabolic and physiological function of D-2HG production and recycling in *C*. *elegans*. This recycling facilitates flux through the propionate shunt and loss of *dhgd-1*, which encodes the enzyme that converts D-2HG back to αKG, results in mitochondrial defects and embryonic lethality. However, we discovered that these phenotypes are caused by different metabolic changes. On the one hand, mitochondrial dysfunction in *Δdhgd-1* mutants is caused by high levels of 3HP, which impairs mitochondrial health by binding IMMT-1 and inhibiting its membrane-shaping activities [30]. On the other hand, our data strongly suggest that embryonic lethality in *Δdhgd-1* mutants is caused by impaired ketone body metabolism. We propose that ketone bodies are generated from the breakdown of leucine, which produces AA and ketogenic acetyl-CoA, and lysine, which produces 3HB and, perhaps, even chain fatty acids, which generate acetyl-CoA. Our data suggest that *Δdhgd-1* animals have a reduced capacity to generate energy as determined by impaired degradation of ketogenic amino acids, reduced flux through the propionate shunt, and depletion of TCA cycle intermediates.

There are 3 different mechanisms by which embryonic lethality in *Δdhgd-1* mutant animals can be rescued, and each of these can be explained by our energy model. First, vitamin B12 supplementation fully rescues lethality without necessarily lowering 2HG levels. We propose that this is because vitamin B12 rescues embryonic energy supply by facilitating production of propionate-derived succinyl-CoA in the muscle. Succinyl-CoA can enter the TCA cycle to produce energy, thereby circumventing the need for ketone body production either by the shunt or by breakdown of lysine or leucine. Second, direct supplementation of the ketone bodies 3HB and AA partially rescues lethality, likely because it can diffuse to the muscle where it can be converted to acetyl-CoA to produce energy. Finally, RNAi of *hphd-1* also fully rescues lethality in *Δdhgd-1* mutant animals. This is a key result showing that loss of *dhgd-1* does not cause lethality solely by impairing flux through the propionate shunt, because *hphd-1* functions in the same pathway, even in the same reaction coupled with *dhgd-1*. Our metabolomic data showed that loss of *dhgd-1* may impair lysine and leucine breakdown, which may occur as a result of 2HG accumulation, which is known to inhibit a variety of metabolic enzymes, including BCAT, a key enzyme in the breakdown of all 3 BCAAs [12]. Altogether, our results indicate that *C*. *elegans* may rely on amino acids and propionate as a source of energy, and that on diets low in vitamin B12, the propionate shunt is an important producer of the ketone body precursor acetyl-CoA. We have previously shown that the propionate shunt plays an important role in the detoxification of propionate, high levels of which are detrimental to *C*. *elegans*, as they are in humans [27,28]. Therefore, the results presented here indicate that the propionate shunt serves an important dual purpose: the detoxification of excess propionate, and the production of acetyl-CoA and energy.

## Methods

### Resource availability

#### Materials availability

*hphd-1* RNAi and vector control *E*. *coli* OP50 (xu363) strains are available upon request.

### Experimental model and subject details

#### *C*. *elegans* and *E*. *coli* strains

For maintenance, *C*. *elegans* strains were grown on nematode growth medium (NGM) seeded with *E*. *coli* OP50 and supplemented with 64 nM adenosylcobalamin (vitamin B12). Experimental plates contained vitamin B12 if specified. The mutant strain F54D5.12*(tm6671)* was provided by the National Bioresource Project for Nematode *C*. *elegans* [42] and was backcrossed 3 times to N2. We named F54D5.12 *dhgd-1* for D-2-hydroxyglutarate dehydrogenase. Wild-type N2 *C*. *elegans* and bacterial strains *E*. *coli* OP50 and *E*. *coli* HT115 were obtained from the Caenorhabditis Genetics Center (CGC), which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). The RNAi-compatible *E*. *coli* OP50(xu363) was provided by the Xu lab [34].

### Method details

#### Protein sequence similarity

Similarity between *C*. *elegans* DHGD-1 and human D2HGDH was established by NCBI’s BlastP reciprocal best match (46% sequence similarity). Conserved FAD-oxidase and FAD-binding domains were found in both proteins by search against Pfam database using NCBI’s Protein Domain Search.

#### Metabolite extractions

*C*. *elegans* cultures maintained on *E*. *coli* OP50 diet supplemented with 64 nM vitamin B12 were synchronized using sodium-hydroxide–buffered sodium hypochlorite treatment. L1 larvae were plated onto NGM agar plates for specified treatment (e.g., vitamin B12 supplementation, RNAi) and harvested as 1-day-old gravid adults. Animals used for experiments described in Fig 1C were cultured in liquid S-medium [43] in conditions described in the isotope tracing section of the methods. First day gravid adults were washed 3 times with M9 buffer and 50 μl of the packed animal pellet was flash-frozen in a dry ice/ethanol bath and stored at −80°C. Next, samples were mixed with 1 mL 80% methanol and 0.5 mL of 200- to 300-μm acid-washed glass beads (MilliporeSigma) and homogenized using a FastPrep-24 bead beater (MP Biomedicals), with intermittent cooling in dry ice/ethanol bath. Samples were then extracted for 15 min, then centrifuged for 10 min at 20,000 × *g*, and the supernatant was used immediately or stored at −80°C.

#### Targeted quantification of metabolites using gas chromatography–mass spectrometry (GC-MS)

Approximately 250 μl of animal extracts were dried under vacuum using a SpeedVac concentrator SPD111V (Thermo Fisher Scientific). Derivatization of dried samples was performed by adding 20 μl pyridine and 50 μl *N-*methyl-*N*-(trimethylsilyl)trifluoroacetamide (MSTFA, MilliporeSigma) and incubating samples for 3 h at 37°C, followed by 5 h incubation at room temperature. In the experiments that also targeted αKG, dried samples received 20 μl of 20 mg/mL methoxyamine hydrochloride in pyridine (MilliporeSigma) and were incubated at 37°C for 1 h before reaction with MSTFA derivatization. Measurements were performed on an Agilent 7890B single quadrupole mass spectrometry coupled to an Agilent 5977B gas chromatograph (GC-MS) (Table 1) with an HP-5MS Ultra Inert capillary column (30 m × 0.25 mm × 0.25 μm). The inlet temperature was set to 230°C, the transfer line was at 280°C, and the MS source and quadrupole were at 230°C and 150°C, respectively. The oven was programmed to start at 80°C, hold for 2 min, and ramp-up at 5°C/min until 280°C. Each metabolite was identified based on retention time, 1 quantifier, and 2 qualifier ions that were manually selected using a reference compound. Peak integration and quantification of peak areas was done using MassHunter software, blank subtraction, and normalization to total quantified metabolites were done in R software.

**Table 1:** Key resources.

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Bacterial and virus strains		
*Escherichia coli* OP50	CGC	N/A
*Escherichia coli* OP50 (xu363)	[34]	N/A
Chemicals, peptides, and recombinant proteins		
Coenzyme B12 (adenosyl cobalamin)	MilliporeSigma	Cat# C0884
*N-*methyl-*N*-(trimethylsilyl)trifluoroacetamide (MSTFA)	MilliporeSigma	Cat#M-132
Methoxyamine hydrochloride	MilliporeSigma	Cat# 226904
DL-3-hydroxybutyric acid sodium salt	MilliporeSigma	Cat# H6501
Propionic acid	MilliporeSigma	Cat#81910
Sodium propionate (D5, 98%)	Cambridge Isotope Laboratories	Cat#DLM-1601-1
L-Lysine monohydrochloride (13C6, 99%)	Cambridge Isotope Laboratories	Cat# CLM-2247-H
L-Lysine monohydrochloride	MilliporeSigma	Cat# L5626
Ethyl acetoacetate	MilliporeSigma	Cat# 00410
Ethyl 3-hydroxybutyrate	MilliporeSigma	Cat# E30603
Ethyl acetate	MilliporeSigma	Cat# 270989
Deposited data		
Transcriptome dataset (Effect of mutated *dhgd-1(tm6671*) on *C*. *elegans* metabolism)	This study	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201645
Experimental models: Organisms/strains		
*Caenorhabditis elegans* N2 (wild type)	CGC	N/A
*Caenorhabditis elegans F54D5*.*12(tm6671)*	[42]	N/A
*Caenorhabditis elegans Pmyo-3*::*GFP*mito; *Pmyo-3*::*lacZ*::*GFP(nls)*	CGC	PD4251
*Caenorhabditis elegans emb-27(g48)* II	Dr. J.E. Irazoqui	GG48
*Caenorhabditis elegans acdh-1(ok1489)* I	CGC	VC1011
*Caenorhabditis elegans nhr-68(gk708)* V	CGC	VC1527
Software and algorithms		
R: A Language for Data Analysis and Graphics, version 4.1	http://www.r-project.org	N/A
WormFlux	http://wormflux.umassmed.edu/	N/A
Other		
Single quadrupole GC/MS	Agilent Technologies	5977B GC/MSD

CGC, Caenorhabditis Genetics Center; GC-MS, gas chromatography–mass spectrometry.

#### Relative quantification of D- and L-2HG

To distinguish the 2 enantiomers of 2HG, we adapted a previously published protocol [44]. First, 300 μl of *C*. *elegans* metabolite extract was evaporated to dryness in glass inserts. Approximately 50 μl of R-(-)-butanol and 5 μl of 12N hydrochloric acid were added to each insert and incubated at 90°C with shaking for 3 h. Samples were cooled to room temperature and transferred into glass tubes containing 400 μl hexane. After extraction, 250 μl of organic phase were transferred into a new glass insert and evaporated to dryness. Next, 30 μl of pyridine and 30 μl of acetic anhydride were added to each sample and allowed to incubate for 1 h at 80°C with shaking. Samples were dried, resuspended in 60 μl of hexane, and immediately analyzed by GC-MS using targeted method settings, with exception of oven ramp, which was run from 80 to 190°C at the rate of 5°C/min and then until 280°C at 15°C/min. A total of 173 *m/z* ion was used for quantification of both D- and L-2HG.

#### Brood size and hatching assays

Seven L4-stage animals per strain/condition were placed on individual 3.5 cm plates and transferred to a new plate every 24 h until animals stopped laying eggs. Plates with embryos were incubated for 24 h and then the number of hatched L1 larvae and unhatched embryos were counted and averaged for all animals. Brood counts for animals that died or crawled off the plate before egg-laying was complete were excluded. The experiment was repeated 3 times.

#### Mitochondrial network imaging

Wild-type and *Δdhgd-1 C*. *elegans* strains were crossed to a strain with fluorescently labeled mitochondria and nuclei *Pmyo-3*::*GFP*mito; *Pmyo-3*::*lacZ*::*GFP*(nls) in body wall muscles. Animals maintained on *E*. *coli* OP50 diet supplemented with 64 nM vitamin B12 were synchronized using sodium-hydroxide–buffered sodium hypochlorite treatment. Synchronized L1 animals were cultured in specified conditions until L4 stage. At least 10 L4 animals per condition were imaged using Nikon A1 point-scanning confocal microscope with 561 nm laser. Imaging was performed using an Apo TIRF, N.A. 1.49, 60× oil immersion objective in galvano imaging mode.

#### Embryo collection

*C*. *elegans* cultures maintained on *E*. *coli* OP50 diet supplemented with 64 nM vitamin B12 were synchronized using sodium-hydroxide–buffered sodium hypochlorite treatment. Approximately 25,000 L1 larvae were cultured in liquid S-medium [43] in conditions described in the isotope tracing section of the methods. First day gravid adults were treated with sodium-hydroxide–buffered sodium hypochlorite, resulting eggs were washed 5 times with M9 buffer and incubated until majority of the embryos are at comma or 1.5-fold stage. A total of 200,000 embryos per sample were flash-frozen in a dry ice/ethanol bath and stored at −80°C until metabolite extraction.

#### Gene coexpression analysis

A ranked list of metabolic genes that are coexpressed with *dhgd-1* was extracted from a compendium of 169 expression datasets. Briefly, z-normalized expression datasets with at least 10 conditions were combined to form a global coexpression matrix. Correlation in expression between metabolic gene pairs across the compendium was calculated as Pearson correlation coefficient. Gene set enrichment analysis (GSEA) was performed on the ranked coexpression list using the PreRank module of GSEA [45] with pathway-to-gene annotations from WormPaths [35] and the significance cutoff set at a false discovery rate (FDR) of less than or equal to 0.05.

#### Deuterium isotope tracing

Gravid adults were treated with sodium-hydroxide–buffered sodium hypochlorite solution to obtain synchronous L1 populations. Approximately 50,000 L1 animals were added per 50 mL Erlenmeyer flask containing 10 mL of K-medium with modified salt concentrations (51 mM NaCl, 32 mM KCl, 3 mM CaCl2, 3 mM MgSO4) and *E*. *coli* OP50 pellet from a 100 mL of overnight culture. Cultures were incubated at 20°C with shaking at 180 rpm. Sodium hydroxide-neutralized propionic acid (MilliporeSigma) or ^2^H_5_-propionic acid sodium salt (Cambridge Isotope Laboratories) were added to the cultures when animals reached the late L4/young adult stage to a final concentration of 20 mM. *C*. *elegans* were harvested at the gravid adult stage (about 12 h after supplementation), washed 3 times, flash-frozen in ethanol/dry ice bath, and stored at −80°C. Metabolite extraction, derivatization, and GC-MS methods were as described above. M+0 3HP and 2HG were quantified as *m/z* 219 and *m/z* 247, respectively. Relative isotopic enrichment was calculated as $\frac{R}{R+1}\times 100$, where R is a difference between abundances (normalized to the M+0 ion) of isotopologues in a sample with labeled propionate and a sample with unlabeled propionate supplement.

#### HPLC-MS analysis

Reversed-phase chromatography was performed using a Vanquish HPLC system controlled by Chromeleon Software (Thermo Fisher Scientific) and coupled to an Orbitrap Q-Exactive HF mass spectrometer controlled by Xcalibur software (Thermo Fisher Scientific). Extracts prepared as described above were separated on a Thermo Scientific Hypersil Gold column (150 mm × 2.1 mm, particle size 1.9 μm) maintained at 40°C with a flow rate of 0.5 mL/min. Solvent A: 0.1% formic acid in water; solvent B: 0.1% formic acid in acetonitrile. A/B gradient started at 1% B for 3 min after injection and increased linearly to 98% B at 20 min, followed by 5 min at 98% B, then back to 1% B over 0.1 min, and finally held at 1% B for an additional 2.9 min to re-equilibrate the column. Mass spectrometer parameters: spray voltage (−3.0 kV, +3.5 kV), capillary temperature 380°C, probe heater temperature 400°C; sheath, auxiliary, and sweep gas 60, 20, and 2 AU, respectively. S-Lens RF level: 50, resolution 120,000 at *m/z* 200, AGC target 3E6. Samples were injected and analyzed in negative and positive electrospray ionization modes with *m/z* range 117–1000. Analysis was performed with Xcalibur QualBrowser v4.1.31.9 (Thermo Scientific).

#### Metabolite supplementation

For experiments using vitamin B12 supplementation, NGM agar plates were supplemented with 64 nM adenosylcobalamin before pouring plates. DL-3-hydroxybutyric acid sodium salt, ethyl 3-hydroxybutyrate, ethyl acetate, and ethyl acetoacetate (MilliporeSigma) (Table 1) were supplemented in indicated concentrations to NGM agar media.

#### Embryonic lethality assays

Gravid adults were treated with sodium-hydroxide–buffered sodium hypochlorite solution, and released embryos were washed and incubated in M9 buffer for 18 h to obtain synchronized L1 animals. Approximately 30 animals were placed onto 3.5 cm NGM plates (seeded with 100 μl of overnight bacterial culture 1 day before) and allowed to lay eggs. Adult animals were washed away with M9 buffer and approximately 200 to 300 embryos were transferred onto a new plate with the same supplements. After 24 h, hatched and not hatched animals were counted.

#### RNAi assays

RNAi experiments were done using *E*. *coli* OP50(xu363) [34] transformed with either empty vector L4440 or RNAi plasmid. Bacterial cultures were grown 18 to 20 h and seeded onto NGM agar plates containing 2 mM isopropyl β-D-1-thiogalactopyranoside (IPTG), 50 μg/mL ampicillin, and used for metabolomics or phenotypic assays as described.

#### Expression profiling by RNA-seq

Approximately 200 to 300 synchronized gravid adults were harvested from *E*. *coli* OP50-seeded NGM plates with or without supplemented 64 nM adenosylcobalamin. Animals were washed 3 times with M9 buffer, and total RNA from their bodies (excluding embryos) was extracted using the RNeasy kit (Qiagen), with an additional step of on-column DNase I (NEB) treatment. RNA quality was verified by agarose gel electrophoresis.

RNA-sequencing was performed as previously described [29]. Briefly, multiplexed libraries were prepared using Cel-seq2 [46]. Two biological replicates were sequenced with a NextSeq 500/550 High Output Kit v2.5 on a Nextseq500 sequencer and 3 other replicates were sequenced on MGISEQ-2000. 

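The 8 libraries of the NextSeq batch had total counts from 2837943 to 7543391 (median 4832616.5) and the 12 of the MGISEQ batch from 6549113 to 15457950 (median 11411483). Both batches hold all 4 groups, so the sequencer and the group can be told apart in a model with a batch term.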

The libraries were first demultiplexed by a homemade python script, and adapter sequences were trimmed using trimmomatic-0.32 by recognizing polyA and barcode sequences. Then, the alignment to the reference genome was performed by STAR. Features were counted by ESAT [47] with pseudogenes discarded. 

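In a principal component analysis of log2 CPM, the first component held 33.5% of the variance and parted the sequencing batches, with the NextSeq libraries from -74.1 to -27.8 and the MGISEQ libraries from 10.5 to 53.7, while the second held 13.5%. After group was accounted for, 5544 of the tested genes (49.2%) differed between the batches at an adjusted p under 0.05. The common biological coefficient of variation in the fit was 28.8%.

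**Figure D3:**
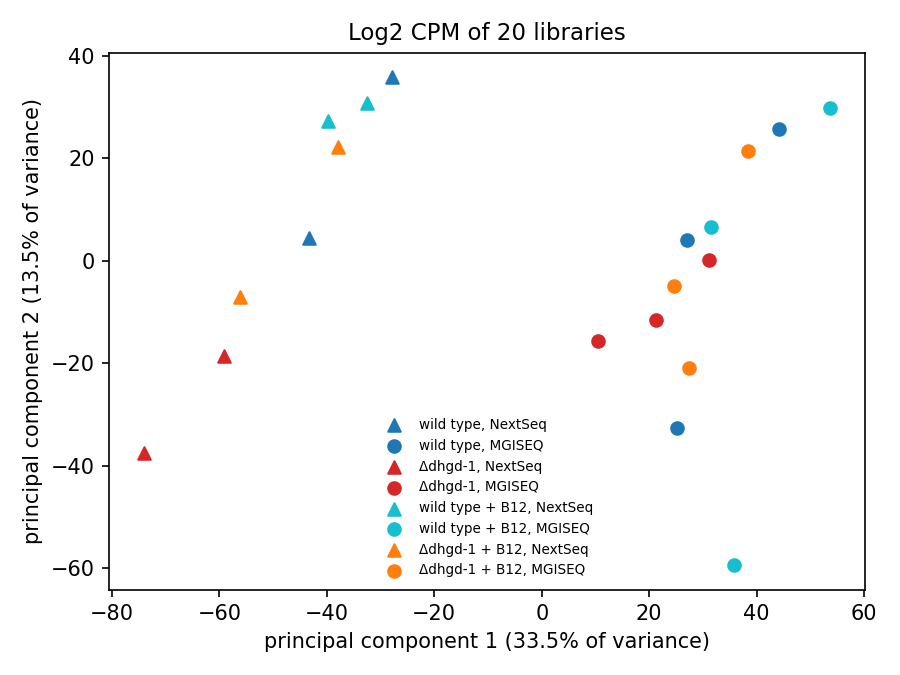
Scores of the 20 libraries on the first (horizontal axis, 33.5% of the variance) and the second principal component (vertical axis, 13.5%) of log2 CPM, with the group and the sequencing batch marked. All NextSeq libraries lie below 0 on the first component and all MGISEQ libraries above it.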

The read counts for each gene were used in differential expression analysis by DESeq2 package in R 3.6.3 [48]. 

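Libraries that share a replicate number also resembled one another beyond the batch. Over the 30 combinations of a replicate number and a pair of groups, the correlation of residuals across genes, after removal of the group means, ranged from 0.153 to 0.73 with a median of 0.508. With the batch means removed as well, the 2 NextSeq replicates of a group become mirror images and give 1 value per pair of groups, which leaves 24 separate values, with a lowest of 0.042 and a median of 0.237, of which 23 were over 0.1. Genes are not independent replicates, so these correlations describe the libraries and carry no p-value. DESeq2 with the batch term on all 20 libraries called 290 genes higher and 164 lower in *Δdhgd-1* mutants than in wild type, and without the batch term 144 and 84. In both directions together, DESeq2 on only the groups compared called 502 genes and DESeq2 with the replicate block 748. All of these designs but the one with the batch term on all 20 libraries were tried after the data were seen.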

Batch effects were corrected in DESeq2 statistical model by adjusting the design formula.

#### Flux balance analysis

FBA was done using established methods [23] with the *C*. *elegans* metabolic network model iCEL1314 [22], which can be accessed at http://wormflux.umassmed.edu/. Before simulations, the model was modified by associating HPHD-1 solely with the oxidation of 3HP [27]. In all simulations, regular model constraints, such as allowed bacterial intake and forced growth-independent maintenance energy cost, were applied using reaction boundaries. With 2 additional constraints, glyoxylate shunt pathway was made irreversible and propionate secretion was prevented (i.e., by setting the lower boundary of reaction RM00479 and the upper boundary of reaction EX00163 as zero, respectively). A background metabolic activity was set using reaction BIO0107, which produces biomass with all possible macro-components [22], as the objective function. The flux of this reaction was maximized first without any additional constraints.

Then, to obtain maximum biomass production potential at low B12 conditions, the flux of B12-dependent methionine synthase (MS) reaction (RC00946) was constrained to half of its value and the maximization was repeated. This constraint reduced the biomass flux (i.e., the maximum flux of BIO0107) by about 9% as expected [23]. For subsequent simulations, the flux of BIO0107 was constrained to be at least at this level to represent the background metabolic activity, while the constraint on MS was removed (except for low B12 simulations, see below). FBA results were obtained using objective functions that maximized the fluxes of reactions RCC0005, EX00164, EX03197, which represent the generation of energy, and the production of acetoacetate and 3HB, respectively. For each objective, 4 FBA runs were first done using the following constraints: (i) no additional constraint was applied; (ii) DHGD-1 reaction (RM03534) was constrained to zero flux to represent the mutated *dhgd-1* and resulting removal of flux through the propionate shunt; (iii) *aass-1*, L-lysine-alpha-ketoglutarate reductase reaction (RM00716), was constrained to zero flux to represent the lack of lysine degradation; and (iv) methylcrotonyl-CoA carboxylase reaction (RM04138) was constrained to zero flux to represent the lack of leucine degradation. The constraint of each run was added in the respective order, while maintaining the constraints from previous runs. Finally, all 4 FBA runs were repeated with 2 additional constraints that represent low B12 conditions: RC00946 was constrained to half of its optimal value as described above and methylmalonyl-coA mutase reaction (RM00833) was constrained to zero value.

#### ^13^C Lysine isotope tracing

Gravid adults were treated with sodium-hydroxide–buffered sodium hypochlorite solution to obtain synchronous L1 populations. L1 *C*. *elegans* were added to NGM plates seeded with *E*. *coli* OP50. When animals reached the late L4/young adult stage, they were transferred to the K-medium liquid cultures (described above) supplemented lysine hydrochloride (MilliporeSigma) and 13C6 lysine hydrochloride (Cambridge Isotope Laboratories) to the final concentration of 6 mM. Animals were harvested at the gravid adult stage (12 h after supplementation), washed 3 times, flash-frozen in ethanol/dry ice bath, and stored at −80°C. Metabolite extraction, derivatization, and GC-MS methods were as described above. M+0 lysine, 2-aminoadipate, and citrate/isocitrate were quantified as *m/z* 317, *m/z* 260, and *m/z* 273, respectively, at retention times determined by comparison with corresponding standards. Isotopic enrichment was calculated using R package IsoCorrectoR [49].

### Quantification and statistical analysis

All statistical details of experiments can be found in the figure legends.

## Supporting information

S1 Fig Structural similarities between *C*. *elegans* DHGD-1 and human D2HGDH. (A) Conserved functional domains in *C*. *elegans* DHGD-1 and human D2HGDH according to Pfam database. (B) AlphaFold 3D models of *C*. *elegans* DHGD-1 (green) and human D2HGDH (blue) aligned in PyMOL. (C) Chromatograms of WT (black) and *Δdhgd-1* (red) *C*. *elegans* metabolite extracts compared to 20 mM γ-hydroxybutyrate standard (blue).
(PDF) Click here for additional data file.

S2 Fig Mitochondrial defects in *Δdhgd-1* mutants. (A, B) Representative images of mitochondria labeled with *Pmyo-3*::*GFP*mito in the wall body muscle of L4 larval stage animals. Defects in mitochondrial morphology of Δ*dhgd-1* mutant *C*. *elegans* is rescued by supplementing vitamin B12 (A) but not by *hphd-1* RNAi (B). Scale bar 10 μm. Nuclei are marked with “n.”
(PDF) Click here for additional data file.

S3 Fig Metabolic changes caused in WT and *Δdhgd-1* animals by vitamin B12 supplementation or *hphd-1* RNAi. (A, B) GC-MS profiling of metabolic changes in embryos of animals on *E*. *coli* OP50 diet: (A) *Δdhgd-1* mutants compared to WT *C*. *elegans*, (B) *Δdhgd-1* mutants supplemented with vitamin B12 compared to *Δdhgd-1* mutants. (C, D) GC-MS profiling of metabolic changes in L4 larvae on *E*. *coli* OP50 diet: (C) *Δdhgd-1* mutants compared to WT *C*. *elegans*, (D) *Δdhgd-1* mutants supplemented with vitamin B12 compared to *Δdhgd-1* mutants. (E–G) GC-MS profiling of metabolic changes in embryos of animals on *E*. *coli* OP50 (xu363) diet: (E) *Δdhgd-1* mutants compared to WT *C*. *elegans*, (F) *Δdhgd-1* mutants supplemented with vitamin B12 compared to *Δdhgd-1* mutants, (G) *Δdhgd-1* mutants treated with *hphd-1* RNAi compared to *Δdhgd-1* mutants on vector control. (H–J) GC-MS profiling of metabolic changes in gravid adults of animals on *E*. *coli* OP50 (xu363) diet: (H) *Δdhgd-1* mutants compared to WT *C*. *elegans*, (I) *Δdhgd-1* mutants supplemented with vitamin B12 compared to *Δdhgd-1* mutants, (J) *Δdhgd-1* mutants treated with *hphd-1* RNAi compared to *Δdhgd-1* mutants on vector control. All panels: *P*-values are Benjamini–Hochberg adjusted.
(PDF) Click here for additional data file.

S4 Fig 3HP and 2HG measurements by GC-MS. (A, B) GC-MS quantification of 3HP (A) and 2HG (B) in *C*. *elegans* and *E*. *coli* OP50 supplemented with propionate, ^2^H_5_-propionate or untreated. Bars represent mean, each dot represents an independent biological replicate. The data underlying **S4 Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S5 Fig Effect of vitamin B12 on 3HP and 2HG levels in *Δdhgd-1* mutant animals. (A) Spearman correlation between GC-MS-quantified 3HP and 2HG levels in *Δdhgd-1* animals supplemented with vitamin B12. (B) GC-MS quantification of 2HG in WT and *Δdhgd-1 C*. *elegans* fed *E*. *coli* OP50 (xu363) diet. The data underlying **S5 Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S6 Fig GC-MS measurement of intermediates in degradation of ketogenic amino acids lysine and leucine. (A–D) GC-MS quantification of lysine (A), 2-aminoadipate (B), HMB (C), and glutarate (D) in *Δdhgd-1* mutants and wild-type (WT) animals. Each dot represents an independent biological replicate, **p < 0.01, ***p < 0.001. The data underlying **S6A–S6D Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S7 Fig Effect of 3HB on *Δdhgd-1* mutant animals. (A) 3HB rescues lethality in *Δdhgd-1* mutants. Each dot represents an independent biological replicate and bars indicate means. (B) Effect of 3HB and vitamin B12 on lethality of *dhgd-1*, *acdh-1*, *nhr-68*, and *emb-27* mutants. Each dot represents an independent biological replicate and bars indicate means. (C, D) GC-MS quantification of 3HB in WT and *Δdhgd-1 C*. *elegans* supplemented with 100 mM 3HB: (C) adults, (D) embryos. (E) Representative images of mitochondria labeled with *Pmyo-3*::*GFP*mito in the wall body muscle of L4 larval stage animals. Defects in mitochondrial morphology of Δ*dhgd-1* mutant *C*. *elegans* are not rescued by supplementing 100 mM 3HB. Scale bar 10 μm. Nuclei are marked with “n.” Panels A–D: the means of 3 or more groups were compared with ANOVA, followed by unpaired *t* test (*p < 0.05, **p < 0.01, ***p < 0.001). The data underlying **S7A–S7D Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S8 Fig Isotope tracing experiment with ^13^C-labeled lysine. (A–C) Fractional enrichment of lysine (A), 2-aminoadipate (B), and citrate/isocitrate (C) isotopologues in WT and *Δdhgd-1* mutant animals fed ^13^C-labeled lysine. Bars indicate mean of *n* = 2 biological replicates. The data underlying **S8A–S8C Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S9 Fig Embryonic tissue expression of genes comprising the 2 *C*. *elegans* propionate degradation pathways. Canonical, vitamin B12-dependent pathway (top) and propionate shunt (bottom) from a published dataset [39]. The data underlying **S9 Fig** can be found in **S1 Data**.
(PDF) Click here for additional data file.

S1 Table Conserved domains in *C*. *elegans* DHGD-1 and human D2HGDH sequences. (XLSX) Click here for additional data file.

S2 Table Gene sets enriched in genes coexpressed with *dhgd-1*. (XLSX) Click here for additional data file.

S3 Table Genes differentially expressed in Δ*dhgd-1* mutant *C*. *elegans* as compared to wild type. (XLSX) Click here for additional data file.

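S3 Table lists, for each gene, the paper's log2 fold change of *Δdhgd-1* mutants against wild type without supplement and its adjusted p, and it holds 498 genes. Of the 317 genes called here, 306 are in it with the same direction, and all 488 of its genes that were tested here have the same sign. The largest difference between a log2 fold change here and the table's was 1.05. For the genes of Fig 4B that it holds, the paper's log2 fold changes are 0.60 for *hach-1*, 0.66 for *kat-1*, 1.03 for *C05C10.3* and 1.12 for *ech-7*.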

S4 Table WormFlux pathway enrichment analysis of genes differentially expressed in *Δdhgd-1* mutant animals with and without vitamin B12. (XLSX) Click here for additional data file.

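The table gives, for each comparison and direction, the WormPaths categories enriched among the differentially expressed genes, with the size of the category, the genes found and the paper's adjusted p. Its genes are the hits alone, so the enrichment itself was not analysed here; instead, each hit of the shunt, ketone body and UGT categories was looked up among the calls. Of the table's ketone body hits, 2 of 4 were called between the unsupplemented strains and 3 of 3 between the supplemented strains. With vitamin B12, 4 of 7 were called in mutants and 4 of 4 in wild type. The paper's own enrichment adjusted p for this category was 0.07225 between the unsupplemented strains, over the threshold used here for calls. It was 0.0425 between the supplemented strains, 3.655e-05 with vitamin B12 in mutants and 0.00487 with vitamin B12 in wild type. Among the shunt hits, 4 of 5 were called with vitamin B12 in mutants, 5 of 5 with vitamin B12 in wild type and 2 of 2 between the supplemented strains. UDP-glucuronosyltransferases, the UGT category, conjugate small molecules with sugars. Between the unsupplemented strains, 12 of the 14 hits of the UGT category were called. The paper's enrichment adjusted p for it there was 0.07225 among higher genes and 0.034 among lower genes. Of the 49 tested genes with a *ugt* symbol, 5 were higher and 7 lower in *Δdhgd-1* mutants without vitamin B12 (fry adjusted p = 0.931 for the set), and with library totals in place of TMM the numbers were 6 and 5. The largest of the higher ones was *ugt-32*, with log2 fold changes of 4.87 without vitamin B12 (edgeR adjusted p = 1.06e-07) and 4.86 with it (adjusted p = 1.02e-07). The categories of alanine, valine and mitochondrial fatty acid breakdown were not analysed here.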

S1 Data Underlying numerical data for Figs 1C, 1F, 2F, 2G, 3B–3E, 4B–4F, S4, S5, S6, S7A–S7D, S8A–S8C and S9. (XLSX) Click here for additional data file.

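For Fig 4B, S1 Data holds 200 values of 10 genes in 20 libraries under the unit TPM. They equal CPM of the library total from the deposited counts, with a largest relative difference of 0.000402%. With reads placed at transcript ends, no correction for transcript length enters such values.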

## Abbreviations

AA: acetoacetate
BCAA: branch chain amino acid
CGC: Caenorhabditis Genetics Center
D-2HG: D-2-hydroxyglutarate
D2HGDH: D-2-hydroxyglutarate dehydrogenase
FBA: flux balance analysis
FDR: false discovery rate
GC-MS: gas chromatography–mass spectrometry
GSEA: gene set enrichment analysis
HMB: hydroxymethylbutyrate
MS: methionine synthase
MSA: malonic semialdehyde
NGM: nematode growth medium
SCFA: short chain fatty acid

How the deposited data were processed for this re-analysis (not part of the article)

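RNA-seq counts of *C. elegans* adults were processed for 20 libraries: wild type and *Δdhgd-1* mutants without and with 64 nM vitamin B12, 5 replicates each. The authors deposited read counts per gene, which they made by demultiplexing the Cel-seq2 libraries with a python script, trimming with trimmomatic-0.32, aligning with STAR and counting with ESAT with pseudogenes discarded. The paper's text does not name the versions of STAR and ESAT, the genome build or the treatment of molecular identifiers. The table holds whole numbers for 22736 genes. Of the identifiers, 22497 were matched to a symbol of the annotation and 239 kept their identifier. All 20 columns were used and no gene was left out before the filter. Groups were taken from the sample labels. The sequencing batch (2 replicates NextSeq, 3 replicates MGISEQ) was inferred from the series of library names.

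Library totals ranged from 2837943 to 15457950 (median 10564242.5). A count of 0 allows up to 3 counts, and fold changes against a group whose libraries all hold 3 or fewer counts are given as lower bounds against that floor. Bounds, intervals and floors of this kind cover counting error only.

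The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for figures. Counts were normalized with TMM and filtered with filterByExpr by group, which left 11270 genes. The functions glmQLFit and glmQLFTest were run with group and batch as terms on all 20 libraries, with Benjamini-Hochberg adjustment per comparison. The 4 comparisons were mutants against wild type without and with vitamin B12, and vitamin B12 against no supplement in each strain. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The difference between the vitamin B12 effects of the strains was tested as an interaction at an adjusted p under 0.05 without a fold minimum. CPM values in the text are counts scaled by the library total. Whether replicate numbers pair the libraries was tested by residual correlations, and a fit with replicate number as the block was run beside the main model.

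Gene sets were tested with limma's fry, two-sided and by direction, with camera and its preset correlation as an alternative. The adjusted p-values of sets are over 65 tests (13 lists in 5 comparisons). Added after the set tests were seen, an exact permutation test exchanged the groups within the sequencing batches and compared the mean log2 CPM of a set's genes, two-sided over 120 arrangements, with a smallest possible value of 0.0167. It did not keep same-numbered libraries as pairs. For the breakdown and the ketone body genes it was inverted to a 95% interval of the mean change. The lists were the 5 shunt genes, the 4 ketone body genes outside the shunt, the 7 ketone body hits, the canonical propionate pathway, lysine and leucine breakdown, the methionine and S-adenosylmethionine cycle, mitochondrial chaperones, shunt regulators, UGT genes, early embryo genes, vitellogenins, sperm proteins and collagens. The shunt genes come from earlier work that the paper cites, and the ketone body lists hold the genes of that category that the study found changed in these libraries. The 7 ketone body hits as a set had a fry adjusted p = 0.0239 between the unsupplemented strains (median 0.64). Between the supplemented strains the median was 0.93 (adjusted p = 0.000909). With vitamin B12 it was -0.87 in mutants (adjusted p = 0.000401) and -0.98 in wild type (adjusted p = 2.12e-05), and for the difference 0.23 (adjusted p = 0.327).

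The comparisons, the model, the alternatives (normalization, filter, fold minimum, batch term, libraries in the fit, tool, set test) and the rule for naming genes were fixed before the data were examined. After that, 3 further DESeq2 designs were added. The rule names the 10 genes of Fig 4B. In each comparison it names the largest changes among called genes with a mean count of at least 20 over the 10 libraries compared and the same direction in 5 of 5 same-numbered pairs (3 per direction between the unsupplemented strains, 2 in the others). It names members of the lists where called and gives other genes only as counts. Genes outside it were named after their values had been seen. A value was judged against the alternatives by direction and side of the threshold, and a count by whether it stayed within 1.5 times.

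The procedure was tested on simulated data with 11101 genes: of 146 calls, 6 were of unchanged genes (4.11%), 0 genes were called in 5 simulations without a change, and fry gave p under 0.05 for 14 of 200 unchanged sets (7%) and 100 of 100 raised sets. The simulated counts were drawn independently for each gene and library, and the sets were drawn at random. These rates need not hold for libraries that resemble one another by replicate number, or for genes that vary together. Metabolite, lethality, imaging and modelling data of the paper were not analysed here, nor were the alanine, valine and fatty acid categories of S4 Table.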

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

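The tests of mixed RNA and of other splits of the libraries were chosen only after the results they concern had been seen, as was the exact permutation of sets. The other tests given here were set before the values they measure were known.

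In wild-type replicate 6, *kat-1* had 33.3 CPM, far below the other 4 wild-type libraries, and in wild-type replicate 5 with vitamin B12, *acdh-1* had 30.2 CPM, far above the other 4 of its group. Of the 44 groups of 5 libraries examined for such a library, 2 had one, against 2.2 by chance, so the pair is no more than chance gives. No technical or biological explanation was tested for either. Without wild-type replicate 6 the log2 fold change of *kat-1* between the unsupplemented strains was 0.66 (adjusted p = 0.167) in place of 0.69. Without wild-type replicate 5 with vitamin B12 the *acdh-1* difference between the supplemented strains was 3.02 in place of 2.27, and the difference of its vitamin B12 effects was 3.21 (adjusted p = 0.0358) in place of 2.43 (adjusted p = 0.325).

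The effect of vitamin B12 differed between *Δdhgd-1* mutants and wild type for 5 genes over all genes tested, which were named after their values were seen because their number is small. The difference on the log2 scale was -4.41 for *warf-1* (adjusted p = 0.0228), -1.38 for *lys-2* (adjusted p = 0.0426), -2.68 for *suro-1* (adjusted p = 0.0187), -3.27 for *pud-3* (adjusted p = 7.55e-05) and -5.76 for *Y41C4A.32* (adjusted p = 3.96e-05), each negative in 5 of 5 same-numbered pairs. All 5 were higher in unsupplemented mutants than in unsupplemented wild type, and between the supplemented strains none was called (0 of the 5; the log2 fold changes were 0.47, -0.03, -0.39, -0.73 and 0.06 in the order given). Of 100 splits of the libraries into groups of the same sizes, 1, the real one, gave as many genes whose vitamin B12 effect differs. Under the alternatives set beforehand, the adjusted p ranged from 2.63e-13 to 0.7097 for *warf-1*, from 0.000371 to 0.846 for *lys-2*, from 1.86e-05 to 0.777 for *suro-1*, from 7.72e-19 to 0.140 for *pud-3* and from 1.28e-40 to 0.112 for *Y41C4A.32*, with the highest values in fits of the NextSeq or the MGISEQ replicates alone and the lowest without a low-count filter or, for *lys-2*, with DESeq2. Fits of all 20 libraries also passed over 0.05 for *lys-2*, with RLE normalization (0.0603), library totals (0.0544) and no batch term (0.306). Without the batch term the same held for *warf-1* (0.0518) and *suro-1* (0.206). For *pud-3* and *Y41C4A.32* only fits of 1 batch alone did so. Leaving out 1 of 20 libraries took the adjusted p of *lys-2* over 0.05 in 13 fits (up to 0.146, without wild-type replicate 1 with vitamin B12) and that of *warf-1* in 4 fits (up to 0.172, with -3.86, without wild-type replicate 5 with vitamin B12), and in none for *suro-1*, *pud-3* and *Y41C4A.32*. As to reads of neighbours, *nep-16*, which overlaps *warf-1*, had 3 counts in all 20 libraries together. *pck-2*, which overlaps *suro-1* on the opposite strand and has many more counts, had a difference of -0.03 (adjusted p = 0.999). *pud-4*, the paralog beside *pud-3*, had -2.70 (adjusted p = 0.0900), so that reads shared by this pair stay open. The response to vitamin B12 itself differed among them: it lowered *warf-1*, *suro-1* and *Y41C4A.32* in mutants (-4.12, -1.96 and -4.91), and it raised *lys-2* and *pud-3* more in wild type (1.66 and 6.82) than in mutants (0.28 and 3.55). No biological explanation was tested.

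Of the 10 genes of Fig 4B, 4 differed between the strains in their vitamin B12 effect when adjusted over the list alone and 0 over all genes tested (over all genes, DESeq2 passed *ech-6* and *hphd-1*, the fit without a low-count filter *acdh-1* and *hphd-1*, and DESeq2 with the replicate block, chosen after seeing the data, *acdh-1*, *ech-6* and *hphd-1*): *acdh-1* by 2.43, *hphd-1* by 1.74 and *ech-6* by 1.06, and *ech-7* by -0.785, where 5 of 5 pairs had the same direction for each. The shunt genes as a set differed by a median of 1.06 (fry adjusted p = 0.0202 over 65 set tests). Of 100 splits, 1, the real one, gave as small a set p. A response to vitamin B12 that is weaker in the mutant for vitamin B12-responsive genes in general is argued against: among the 200 genes with the largest mean effect, 47.5% had a smaller effect in the mutant, and 89 of 100 reassignments of libraries were at least as lopsided. On simulated data, drawn independently for each gene and library, the same measure gave 46.5% for equal and 96.5% for halved effects. RNA of unsupplemented mutants mixed into the supplemented mutant libraries would leave every gene at no less than the mixed share. For *acdh-1* to keep 23.3% by mixing alone, other genes would have to keep as much if no *acdh-1* remained otherwise. Supplemented wild type kept 4.33% of it, and such a remainder would lower the bar by at most 4.33 percentage points. Of 41 other genes lowered by vitamin B12 in wild type, 10 kept less than 23.3%, a number that a lower bar can only reduce. Of them 4 did so beyond their own 95% bound: *clec-47* kept 1.12%, *fat-7* 3.40%, *msra-1* 9.07% and *lys-4* 10.4%. The uncertainty of *acdh-1* itself reaches down to 12.6%, and only *clec-47* and *fat-7* (upper bounds 1.87% and 6.05%) lie under that as well, so mixing as the whole cause is argued against by those 2 genes. By the same measure the 2 genes argue against a mean admixture over 6.05%, and *clec-47* alone against one over 1.87%. Smaller admixtures stay open. The criterion was set after *clec-47* had been seen. Whether the pattern holds within both batches is shown less clearly: the set difference was 0.81 in the NextSeq and 1.16 in the MGISEQ replicates, and the former no longer passed 0.05. A response of the shunt genes that depends on *dhgd-1* may therefore underlie the difference, which remains a hypothesis found and tested on the same libraries. For *ech-7*, which goes the other way, no explanation was tested.

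In genes of fixed lists that the paper does not discuss for this experiment, 2 signals passed an adjusted p of 0.05 over the 65 set tests, both for vitamin B12 in wild type. The 8 methionine and S-adenosylmethionine cycle genes fell with a median of -0.81 (fry adjusted p = 0.0199; 7 of 8 lower), with *ahcy-1* the 1 gene called (-1.05, adjusted p = 0.00942). In mutants the median was -0.58 (adjusted p = 0.0633; 8 of 8 lower), *ahcy-1* was again the 1 gene called (-1.06, adjusted p = 0.00764), and the difference between the strains was 0.21 (adjusted p = 0.839). The exact permutation within batches gave a two-sided p = 0.0333 in wild type and 0.0167 in mutants. The design gives a biological explanation, the supplement itself, since this cycle holds a vitamin B12-dependent enzyme. No technical explanation was tested for this list. Of 38 genes taken as marks of early embryos, 6 had enough counts to test, and their median rose by 0.41 (fry adjusted p = 0.0468; 4 of 6 higher; exact permutation within batches, two-sided p = 0.0167). The 1 gene called was *sdz-24* (2.64, adjusted p = 0.00674), which rose in mutants too (3.23, adjusted p = 0.000548), and *sdz-8* (0.67), *sdz-36* (0.59) and *sdz-37* (0.23) were higher but not called. Over all 38 genes, the libraries held 37.7 ± 13.1 CPM in wild type and 45.0 ± 16.6 with vitamin B12. In mutants they held 38.1 ± 6.10 CPM and 46.0 ± 8.13 with vitamin B12. There the median change of the 6 tested genes was 0.05, with 3 of 6 higher (fry adjusted p = 0.0742, exact permutation within batches, two-sided p = 0.0333). Embryos carried into the supplemented libraries were not tested for this comparison and stay open, as does an effect of the supplement on these genes.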

How the results depend on the processing

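All alternatives here were run 1 at a time against the fit with TMM, the low-count filter, the batch term and all 20 libraries. Of these, 3 DESeq2 designs (on only the groups compared, with the replicate block, and without the batch term) were chosen after seeing the data. Of 711 values of named genes under the alternatives set beforehand, 608 kept their direction and their side of an adjusted p of 0.05, 66 were weaker, 29 stronger and 8 reversed. RLE normalization, a mean of at least 20 counts, no fold minimum (for the counts of genes), a fold minimum (for the difference of vitamin B12 effects), camera in place of fry, and the 7 ketone body hits in place of 4 genes left every count within 1.5 times and every set test on its side of 0.05. DESeq2 without the batch term also left every count within 1.5 times.

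Numbers are given as higher and lower genes between the unsupplemented strains, then between the supplemented strains, then with vitamin B12 in mutants, then with vitamin B12 in wild type. Without a low-count filter they were 445 and 178, 124 and 70, 170 and 243, and 187 and 155, with 80 genes whose vitamin B12 effect differs and 132 shared between the strain comparisons. Only 51 of the 623 calls between the unsupplemented strains were of genes that fail the filter, so most of the gain lies elsewhere and its cause was not tested. With the replicate block they were 448 and 179, 62 and 45, 151 and 221, and 160 genes higher in wild type, with 13 genes that differ and 73 shared. Without the batch term they were 80 and 57, 17 and 9, 34 and 51, and 37 and 43, with 2 genes that differ and 14 shared. In the NextSeq replicates, 2 per group, they were 20 and 2, 4 and 1, 1 and 7, and 5 and 7, with 0 genes that differ and 5 shared. In the MGISEQ replicates, 3 per group, they were 57 and 47, 9 and 8, 45 lower in mutants, and 36 and 43, with 1 gene that differs and 15 shared. Both hold fewer libraries. Library totals in place of TMM gave 313 genes higher between the unsupplemented strains, where the median of all genes shifted. Only the groups compared gave 24 and 15 between the supplemented strains and 28 shared. DESeq2 gave 44 lower between the supplemented strains, 116 lower with vitamin B12 in wild type and 17 genes that differ. DESeq2 on only the groups compared gave 318 and 184, 47 lower between the supplemented strains, and 192 and 257 with vitamin B12 in mutants. DESeq2 with the replicate block gave 517 and 231, 138 and 97, 177 and 274, and 205 and 191, with 75 genes that differ and 89 shared. Apart from the smaller number of libraries, the causes were not tested.

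For the sets, in the NextSeq replicates alone the shunt difference was 0.81, and the ketone body genes had 0.66 between the supplemented strains and -0.51 with vitamin B12 in wild type, none of the 3 past 0.05 any longer. The difference of vitamin B12 effects of the ketone body genes, 0.04, changed sign with library totals (-0.0402) and in the NextSeq replicates (-0.22). Other values that changed sign lay between -0.45 and 0.29 after the change: in the NextSeq replicates *acdh-1* between the unsupplemented strains (0.29), *ech-7* with vitamin B12 in wild type (0.0901) and the *dhgd-1* difference (-0.11), and the *C05C10.3* difference with library totals (-0.0824), a mean of at least 20 counts (-0.0169), the replicate block (-0.0305), no batch term (-0.0113), NextSeq (-0.45), DESeq2 with the replicate block (-0.0221) and DESeq2 without the batch term (-0.0135). The cause was not tested.

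With each library of the groups compared left out in turn, genes higher between the unsupplemented strains numbered 128 to 216 (128 without mutant replicate 5 and 136 without mutant replicate 1) and genes lower 60 to 125 (60 without wild-type replicate 1, 68 without mutant replicate 5 and 73 without mutant replicate 7). Between the supplemented strains they were 24 to 40 (24 without mutant replicate 5, 25 without wild-type replicate 1 and 25 without wild-type replicate 2) and 12 to 29 (12 without mutant replicate 5). With vitamin B12 in mutants they were 54 to 103 (54 without supplemented replicate 7 and 57 without unsupplemented replicate 7) and 86 to 117, and in wild type 61 to 89 and 61 to 87. Genes whose vitamin B12 effect differs numbered 3 to 7 (3 without supplemented wild-type replicate 1), and shared genes 25 to 47 (25 without supplemented mutant replicate 5 and 29 without supplemented wild-type replicate 2). The shunt set's median stayed between 0.15 and 0.40, 1.195 and 1.64, -1.52 and -1.18, and -2.32 and -1.9996 in the 4 comparisons, and its difference between 0.93 and 1.18. For the ketone body set they were 0.82 to 0.97, 0.57 to 0.80, -0.92 to -0.68, -0.91 to -0.66 and, for the difference, -0.12 to 0.18, with a changed sign in 7 of 20 fits, the lowest without supplemented mutant replicate 5. No set test crossed 0.05.

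Single libraries also decided calls of genes of Fig 4B. Between the supplemented strains, *acdh-1* was no longer called without wild-type replicates 1 (2.23), 2 (2.07) or 6 (2.12) or mutant replicates 2 (2.00) or 5 (1.85), and *C05C10.3* without wild-type replicates 1 (0.92), 5 (1.09) or 6 (0.94) or mutant replicates 2 (0.99), 5 (0.80) or 6 (1.09). There *ech-6* came under 0.05 without wild-type replicate 5 (0.88) or mutant replicate 1 (0.89), and *kat-1* without wild-type replicate 5 (1.16) or mutant replicate 7 (1.00). With vitamin B12 in mutants, *dhgd-1* was not called without unsupplemented replicate 2 (-1.13) or supplemented replicate 1 (-1.08), and *C05C10.3* was called without supplemented replicate 5 (-1.06). In wild type, *kat-1* was not called without unsupplemented replicate 5 (-0.85) or supplemented replicates 1 (-0.85) or 6 (-0.84), *sur-5* was called without supplemented replicate 2 (-0.87), and *ech-7* changed sign without unsupplemented replicate 7 (0.0183) or supplemented replicate 6 (0.064), with a range of -0.1496 to 0.064. The differences of *dhgd-1* (-0.11 to 0.37), *C05C10.3* (-0.24 to 0.14) and *sur-5* (-0.08 to 0.23) changed sign as well.

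Fits of only the groups compared do not apply to the difference of vitamin B12 effects, and DESeq2 gave no set tests. For genes with 3 or fewer counts in every library of a group, only a lower bound of the fold change is given. In simulated counts with the spread of these data, drawn independently for each gene and library, 113 of 125 genes changed 4-fold (90.4%) were called. Of all 200 changed genes 140 were called (70.0%), so smaller changes are missed at this depth and number of libraries.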

Differences from the paper's values

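The paper counts 315 genes higher in *Δdhgd-1* mutants than in wild type without vitamin B12, against 205 here. Of the alternatives set before the data were examined, library totals in place of TMM (313), no low-count filter (445), the replicate block (448), a fit of only the groups compared (210) and DESeq2 (290) gave a number within 1.5 times the paper's 315, and RLE normalization, a mean of at least 20 counts, no fold minimum, no batch term and either sequencing batch alone did not. For the genes lower in mutants, the paper's number is 183, against 112 here. No low-count filter (178), the replicate block (179) and DESeq2 (164) came within 1.5 times of it, and the other alternatives set before the data were examined did not.

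Of the 4 ketone body genes that S4 Table lists as higher in mutants without vitamin B12, 2 were called here, and the other 2, *kat-1* and *hach-1*, were not (log2 fold changes 0.69 and 0.64). The replicate block and DESeq2 called 3 each, with *kat-1* added, and the other alternatives set before the data were examined called 2 or fewer. Of the paper's 7 ketone body genes lower with vitamin B12 in mutants, 4 were called here, without *C05C10.3*, *kat-1* and *sur-5*. No low-count filter called 5, with *C05C10.3* added, only the groups compared called 6, with *kat-1* and *sur-5* added, and the replicate block and DESeq2 called 7, while RLE, library totals, a mean of at least 20 counts, no batch term and either batch alone called 4 or fewer.

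DESeq2 had been planned in 1 design, with the batch term on all 20 libraries. After the data had been seen, 3 further DESeq2 designs were tried and compared with the paper's S3 Table. One of these, DESeq2 on only the 10 libraries of the groups compared with the batch term, chosen after seeing the values, gave 318 genes higher and 184 lower and called 494 of the 498 genes of S3 Table, with log2 fold changes that differ from the table's by at most 4.12e-05. Chosen after seeing the values, it also called 4 of the 4 and 7 of the 7 ketone body genes above. It was kept because it matched the table, so its closeness to S3 Table is no independent evidence that either set of calls is right. DESeq2 with the batch term on all 20 libraries, with the replicate block and without the batch term differed from the table by up to 0.548, 1.18 and 1.57. This argues that the table's log2 fold changes came from a fit of these 10 libraries with this split into batches. DESeq2 with the replicate block on all 20 libraries, also chosen after seeing the values, gave 517 genes higher and 231 lower and called 3 and 7 of the ketone body genes. DESeq2 without the batch term, chosen after seeing the values too, gave 144 higher and 84 lower.

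S4 Table also lists *alh-8* as lower with vitamin B12 in mutants and *ugt-36* and *ugt-6* as higher in mutants without it, which were not called here (-0.62, adjusted p = 0.247; 2.02, adjusted p = 0.0733; 1.43, adjusted p = 0.0930). *alh-8* was called with the replicate block, on only the groups compared and, chosen after seeing the values, with DESeq2 on only the groups compared and DESeq2 with the replicate block. *ugt-36* and *ugt-6* were called without a low-count filter and with the replicate block, *ugt-36* also on only the groups compared, and both with the 2 DESeq2 designs that called *alh-8*, chosen after seeing the values. *hach-1* in mutants without vitamin B12 was called only with DESeq2 on only the groups compared, chosen after seeing the values.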

Other observations

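The counts over other splits of the libraries were chosen only after the results had been seen, as were the exact permutation of sets and its intervals, and the thinning within pairs was chosen after the result of the thinning to 1 total. The other tests were set before the values they measure were known.

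For each comparison of 5 against 5 libraries, 100 of the splits into equal groups were drawn, the real one included. The real split alone (1 of 100) gave as many called genes in each of the 4 comparisons. The highest other counts were 32 between the unsupplemented strains, 6 between the supplemented strains, 4 with vitamin B12 in mutants and 108 with vitamin B12 in wild type. The split with 108 parted 1 of the 5 same-numbered pairs, where the real split parts 5. Of the 13 splits drawn that part 5 pairs, the highest counts apart from the real one were 5, 1, 1 and 4. For the shunt genes as a set, 1 of 100 splits gave as small a p between the supplemented strains, with vitamin B12 in mutants and with vitamin B12 in wild type. For the ketone body genes outside the shunt it was 1 of 100 between the unsupplemented strains, with vitamin B12 in mutants and with vitamin B12 in wild type, and 2 of 100 between the supplemented strains.

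If variants linked to *dhgd-1* and left after backcrossing caused many of the calls between the unsupplemented strains by changing genes close to them, called genes should gather near it. Within 5 Mb of *dhgd-1* 2.51% of the tested genes were called (29 of 1157), against 2.85% elsewhere (288 of 10110, two-sided Fisher p = 0.573). This argues against changes of genes close to linked variants as the cause of the calls as a whole. A linked variant that changes genes elsewhere would leave no such gathering, so the test cannot decide on it. For single genes near *dhgd-1* linked variants stay open, and 4 of the 9 other genes of Fig 4B lie within 5 Mb. Of the chromosomes, V had the highest share of called genes, 5.54% (116 of 2092). Variants elsewhere in the genome were not tested.

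RNA was taken from bodies without embryos, and embryos carried over in one strain could change the counts. The 6 early embryo genes with enough counts to test gave no detectable difference as a set between the unsupplemented strains (fry p = 0.276; exact permutation within batches, two-sided p = 0.233), although 1 of them, *sdz-8*, was called higher in mutants (2.04, adjusted p = 0.000226). The 32 genes with too few counts to test had together 4.24 ± 1.27 CPM in mutants and 2.74 ± 0.502 in wild type (SD, n = 5; exact permutation test, two-sided p = 0.0397), while all 38 together had p = 0.960 in the same exact permutation test. Unlike the permutation within batches, this test exchanged libraries across the sequencing batches and did not account for batch. Neither of these permutations accounted for replicate number. A small carryover of embryos in the mutant libraries may therefore be present. With these few counts it cannot be told apart from no carryover, nor can its effect on the called genes be given.

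The mutant libraries were deeper than the wild-type libraries of the same number in 5 of 5 pairs without vitamin B12. The test set beforehand thinned every library to the lowest total, 2837943 counts, and left 32.8% of the number of called genes (104, of which 98 were among the 317). By the measure set for it this counted for depth as the cause, but the thinning also lowers the power in every library, so the unequal depth and the lower total cannot be told apart in it. Thinning each pair to the lower of its 2 totals, the test added next, left 94.0% of the number (298, of which 286 were among the 317; 196 higher and 102 lower), which argues against unequal depth within pairs as the cause.

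A rise of mitochondrial breakdown genes in general could raise the ketone body genes in mutants. The 6 genes of the canonical propionate pathway and of lysine and leucine breakdown had a median log2 fold change of -0.04 between the unsupplemented strains (fry p = 0.955; exact permutation within batches, two-sided p = 0.900). Of the 6 genes 2 were higher and 4 lower, so the median by itself decides nothing. Their mean log2 change had a 95% interval from -0.375 to 0.32, by inverting the exact permutation within batches. That of the 4 ketone body genes outside the shunt ran from 0.655 to 1.03, although the study found these genes changed in these libraries. This argues against a rise of equal size in both lists as the whole cause. A rise of the 6 genes up to 0.32 as a part of it cannot be told apart from none, and other breakdown genes were not tested. Between the supplemented strains the same 6 genes had a two-sided p = 0.0333 in the exact permutation test, with medians of 0.23 and 0.34 for the 4 propionate and the 2 lysine and leucine genes.

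For the lists fixed beforehand, 0 genes were called in any comparison among the 4 canonical propionate pathway genes, the 2 lysine and leucine breakdown genes, the mitochondrial chaperones *hsp-6* and *hsp-60*, the 6 vitellogenin genes and the 9 tested of 30 sperm protein genes. Their set tests had a fry adjusted p of 0.197 for the sperm protein genes between the supplemented strains (median 1.43) and of 0.999 for the same list between the unsupplemented strains (median 0.26), the lowest and the highest over these lists and the 4 comparisons. Of the shunt regulators *nhr-68* and *nhr-10*, *nhr-68* was called lower with vitamin B12 in wild type (-1.10, adjusted p = 0.0418), where the pair had a fry adjusted p = 0.0633. Of the 52 tested of 144 collagen genes, 8 were called lower and 0 higher in mutants without vitamin B12 (fry adjusted p = 0.229; median -0.53). With library totals in place of TMM the median was -0.38, with 8 called lower and 2 higher, and with RLE -0.54, with 8 and 0. The other called genes with a *ugt* symbol were, without vitamin B12, *ugt-4* (1.83), *ugt-19* (1.98), *ugt-29* (1.21) and *ugt-50* (0.84) higher and *ugt-30* (-2.25), *ugt-41* (-1.57), *ugt-46* (-0.94), *ugt-53* (-1.32), *ugt-60* (-1.50) and *ugt-65* (-0.97) lower in mutants.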
